# Systems Biology Analysis of *Zymomonas mobilis* ZM4 Ethanol Stress Responses

**DOI:** 10.1371/journal.pone.0068886

**Published:** 2013-07-16

**Authors:** Shihui Yang, Chongle Pan, Timothy J. Tschaplinski, Gregory B. Hurst, Nancy L. Engle, Wen Zhou, PhuongAn Dam, Ying Xu, Miguel Rodriguez, Lezlee Dice, Courtney M. Johnson, Brian H. Davison, Steven D. Brown

## Abstract

**Background:**

*Zymomonas mobilis* ZM4 is a capable ethanologenic bacterium with high ethanol productivity and ethanol tolerance. Previous studies indicated that several stress-related proteins and changes in the ZM4 membrane lipid composition may contribute to ethanol tolerance. However, the molecular mechanisms of its ethanol stress response have not been elucidated fully.

**Methodology/Principal Findings:**

In this study, ethanol stress responses were investigated using systems biology approaches. Medium supplementation with an initial 47 g/L (6% v/v) ethanol reduced *Z. mobilis* ZM4 glucose consumption, growth rate and ethanol productivity compared to that of untreated controls. A proteomic analysis of early exponential growth identified about one thousand proteins, or approximately 55% of the predicted ZM4 proteome. Proteins related to metabolism and stress response such as chaperones and key regulators were more abundant in the early ethanol stress condition. Transcriptomic studies indicated that the response of ZM4 to ethanol is dynamic, complex and involves many genes from all the different functional categories. Most down-regulated genes were related to translation and ribosome biogenesis, while the ethanol-upregulated genes were mostly related to cellular processes and metabolism. Transcriptomic data were used to update *Z. mobilis* ZM4 operon models. Furthermore, correlations among the transcriptomic, proteomic and metabolic data were examined. Among significantly expressed genes or proteins, we observe higher correlation coefficients when fold-change values are higher.

**Conclusions:**

Our study has provided insights into the responses of *Z. mobilis* to ethanol stress through an integrated “omics” approach for the first time. This systems biology study elucidated key *Z. mobilis* ZM4 metabolites, genes and proteins that form the foundation of its distinctive physiology and its multifaceted response to ethanol stress.

## Introduction

A number of countries around the world have set targets to displace substantial amounts of gasoline with lignocellulosic ethanol (see reviews [1], [2], [3], [4], [5]). *Z. mobilis* are Gram-negative facultative anaerobic ethanologenic bacteria with a number of desirable industrial characteristics, such as unique anaerobic use of the Entner-Doudoroff (ED) pathway that results in low cell mass formation, high-specific productivity and ethanol yield and high ethanol tolerances of up to 85 g/L (11% v/v) for continuous culture and up to 127 g/L (16% v/v) in batch culture [6], [7], [8], [9], [10], [11]. Recombinant strains that utilize pentose sugars such as xylose and arabinose have been developed to overcome the substrate limitations [12], [13].

The *Z. mobilis* ZM4 genome annotation has undergone important improvements [14], and several ZM4 genome scale metabolic models have been derived from it [15], [16]. Genomes for other strains have recently become available and others will be available shortly [17], [18], [19]. *Z. mobilis* recombinant cellulase expression and secretion has been reported [20], and there have been improvements in transformation efficiency by modifying DNA restriction-modification systems [21]. Gene deletions are possible in *Z. mobilis* [22]. DNA microarray studies have provided insights into *Z. mobilis* growth under aerobic and anaerobic conditions [23], under sodium chloride and sodium acetate stress conditions [22], as well as under ethanol and furfural stress [24], [25] that led to insights into its physiology, inhibitor tolerance, and electron transport [26]. Other studies have improved *Z. mobilis* tolerance to different inhibitors using overexpression of the native *hfq* gene [27] or *Deinococcus radiodurans irrE* gene [28].

One of the common stresses that biocatalysts encounter and a bottleneck for bioethanol production improvement is increasing ethanol titers during fermentation. Ethanol is a chaotropic compound that influences membrane stability, as well as the structure and function of macromolecules such as proteins, nucleic acids, and lipids leading to both reduced membrane rigidity and the impairment of metabolic processes [29], [30], [31].

Hopanoids, or bacteriohopanepolyols (BHPs) are sterol substitutes that have been found in a variety of bacteria including *Z. mobilis* and reported to protect against the toxic effects of ethanol [32], [33], [34], [35], [36]. However, there are contradictory reports over the role of hopanoids on ethanol stress tolerance. Moreau *et al.* [37] showed that there were complex changes in the levels of hopanoids and other lipids with the addition of ethanol, but no significant increase in any of the hopanoid lipid classes was identified as ethanol concentration was increased [37]. Other genes have also been reported to be related to ethanol stress response in *Z. mobilis*. For example, alcohol dehydrogenase II was identified as a major stress protein and induced by exposure to ethanol [38], and heat-shock proteins DnaK, GroEL, and GroES increase in abundance after exposure to thermal or ethanol stress, with GroES and GroEL being the two most abundant stress proteins in *Z. mobilis* [39]. Although *Z. mobilis* ethanol responses have been investigated previously, a systematic investigation of *Z. mobilis* ethanol responses using integrated ‘omics’ approaches has not been conducted.

While much progress has been made in understanding *Z. mobilis*, more detailed insights into its physiology and regulatory networks are required to facilitate future metabolic engineering or synthetic biology studies for biocatalyst development. In this study, we combined transcriptomic, proteomic and metabolic profiling with bioinformatic analyses to elucidate the *Z. mobilis* ethanol stress responses and add to the foundation of knowledge on this bacterium.

## Methods

### Bacterial Growth

*Z. mobilis* ZM4 was obtained from the American Type Culture Collection (ATCC31821) and cultured in RM medium (Glucose, 20.0 g/L; Yeast Extract, 10.0 g/L; KH_2_PO_4_, 2.0 g/L, pH5.0) at 30°C as described previously [23]. The growth of *Z. mobilis* under anaerobic conditions was monitored by a Bioscreen C instrument using the 600_nm_ filter (Growth Curves USA, NJ) as described previously [22], [27]. Growth experiments were repeated at least three times and at least two replicates were used for each condition. Duplicate batch fermentations for the ethanol treatment (47 g/L) and control (no added ethanol) conditions were conducted in approximately 2.5-L RM medium in 7.5-L BioFlo110 bioreactors (New Brunswick Scientific, NJ) fitted with agitation, pH, temperature and DOT probes and controls as described previously [23]. Growth was monitored turbidometrically by measuring optical density at 600_nm_ with a model 8453 spectrophotometer (Hewlett-Packard, CA). Samples were harvested during fermentation at different time points, as described previously [23].

### HPLC Analysis of Extracellular Metabolites

High-performance liquid chromatography (HPLC) analysis was used for the measurements of the extracellular metabolite concentration of glucose, acetate, and ethanol in 0.2 µm-filtered samples taken at different time points during fermentation as described previously [23]. Briefly, fermentation samples were acidified with 10 mM sulfuric acid, separated and quantified by HPLC using a LaChrom Elite System (Hitachi High Technologies America, Inc., CA). Analysis was performed with an oven (Model L-2350) set at 60°C, and a pump (Model L-2130) set with a flow rate of 0.5 mL/min in 5 mM H_2_SO_4_. The run time for each sample was set for 35 min (Injector Model L-2200). Eluted compounds were registered and quantified by a refractive index detector (Model L-2490) equipped with a computer-powered integrator. Soluble fermentation products were identified by comparison with retention times and peak areas of corresponding standards. Metabolites were separated on an Aminex HPX-87H, 300×7.8 mm column (Bio-Rad, CA).

### Intracellular Metabolite Analysis by Gas Chromatography-mass Spectrometry (GC-MS)

Culture samples were rapidly pelleted by centrifugation, supernatants removed, cell pellets snap**-**frozen in liquid nitrogen and then stored at –80°C until analysis. A rigorous comparison of sampling approaches for microbial cultures published recently and it was concluded that fast filtering and centrifugation (even at room temperature) produced similar concentrations of metabolites, even for those predicted with high turnover [40]. Metabolite analyses of microbial pellets collected at different time points were similar to that described previously [23]. Cell pellets were suspended with 6–12 mL 80% ethanol (aqueous) with extraction volume proportional to the pellet mass. Cells were disrupted using a sonicator 3000 (Misonix, Inc., NY). An internal standard of 375 µL sorbitol aqueous solution (1 mg/mL) was then added to each tube and 2-mL aliquots were then dried in a helium stream.

Metabolites of two biological samples from each condition were analyzed with a ThermoFisher DSQII GC-MS as trimethylsilyl (TMS) derivatives. The internal standard was added to correct for differences in derivatization efficiency and changes in sample volume during heating and it was not produced by *Z. mobilis* under the assay conditions. Dried exudates were dissolved in 500 µL of silylation–grade acetonitrile followed by the addition of 500 µL N-methyl-N-trimethylsilyltrifluoroacetamide (MSTFA) with 1% trimethylchlorosilane (TMCS) (Pierce Chemical Co., Rockford, IL), and samples then heated for 1 h at 70°C to generate. After 4 days, 1-µL aliquots were injected into the GC-MS, fitted with an Rtx-5MS (crosslinked 5% PH ME Siloxane) 30 m×0.25 mm×0.25 µm film thickness capillary column (Restek, Bellefonte, PA). The standard quadrupole GC-MS was operated in electron impact (70 eV) ionization mode, with 6 full-spectrum (70–650 Da) scans per second. Gas (helium) flow was set at 1.1 mL per minute with the injection port configured in the splitless mode. The injection port and detector temperatures were set to 220°C and 300°C, respectively. The initial oven temperature was held at 50°C for 2 min and was programmed to increase at 20°C per min to 325°C and held for another 11.25 min, before cycling back to the initial conditions. Quantified metabolites of interest were extracted using a key selected m/z that was characteristic for each metabolite, rather than the total ion chromatogram, to minimize integration of co-eluting metabolites. Peaks were quantified by area integration and the concentrations were normalized to the quantity of the internal standard (sorbitol) recovered, amount of sample extracted, derivitized, and injected. Metabolite data of ZM4 under ethanol control and treatment conditions were averaged and presented as relative responses between ZM4 under ethanol treatment fermentation versus ZM4 without ethanol treatment. Treatment differences between ethanol treated versus control cultures at a given sample collection time were analyzed by Student’s t-tests with differences considered significant at P≤0.05.

### Microarray Analysis and Validation

Microarray analysis was conducted essentially as described previously [22]. Briefly, samples were harvested by centrifugation and the TRIzol reagent (Invitrogen, Carlsbad, CA) was used to extract total cellular RNA. Each total RNA preparation was treated with RNase-free DNase I (Ambion, Austin, TX) to digest residual chromosomal DNA and subsequently purified with the Qiagen RNeasy Mini kit in accordance with the instructions from the manufacturer. Total cellular RNA was quantified at OD_260nm_ and OD_280nm_ with a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, DE) and the RNA quality was checked with Agilent Bioanalyzer (Agilent, CA). High-quality, purified total RNA was used as the template to generate ds-cDNA using Invitrogen ds-cDNA synthesis kit (Invitrogen, CA). The ds-cDNA was sent to NimbleGen for labeling, hybridization, and scanning following the company's protocols. Quality assessments, normalization and statistical analyses were conducted using JMP Genomics 4.0 software (SAS Institute, Cary, NC) as described previously [23], except that DNA microarray data were normalized using the LOWESS method [41]. An analysis of variance (ANOVA) statistical test determined differential expression levels between conditions and time points using the False Discovery Rate testing method. Differences were considered significant at P≤0.05 and comparisons were also conducted using a two-fold filtering criterion [42]. The expression profiles generated in this study have been deposited in GEO database under the accession number GSE21165 so that others may access the data and apply their own testing methods and criteria. The interaction among ethanol-regulated genes was investigated using the String 8.2 pre-computed database [43], available at http://string.embl.de/.

Microarray data were validated using real-time qPCR as described previously [22], [23], except that the Bio-Rad MyiQ2 Two-Color Real-Time PCR Detection System (Bio-Rad, CA) and Roche FastStart SYBR Green Master (Roche Applied Science, IN) were used for this experiment. Ten genes representing different functional categories and a range of gene expression values based on microarray hybridizations were analyzed using qPCR from cDNA derived from different time point samples. Primer pairs were designed as described previously, and the oligonucleotide sequences of the 10 genes selected for qPCR analysis are listed (file S1).

### Proteomic Analysis

Shotgun proteomic measurements were carried out using the MudPIT approach [44]. Briefly, proteins were extracted from fermentation culture cell pellets by sonication and centrifugation. Two ethanol-treated cultures were examined, as were two control cultures. Total protein concentrations were then quantified with the Bio-Rad DC Protein Assay Kit II (Bio-Rad, CA). Proteins were digested by trypsin after denaturing and reducing with 6 M guanidine and 10 mM dithiothreitol (DTT) (Sigma Chemical Co., MO). Digested proteins were then reduced with 20 mM DTT and desalted using C18 solid-phase extraction (Sep-Pak Plus, Waters, MA). The protein digests were loaded on split-phase back columns containing reverse-phase and strong cation exchange phases [45]. Two-dimensional LC separation was performed with twelve salt pulses of increasing strength each of which was followed by a 2-h reverse-phase gradient. MS/MS analysis was performed on an LTQ linear ion trap mass spectrometer (Thermo Scientific, CA) with dynamic exclusion enabled (repeat count  = 1; exclusion duration  = 180 s).

MS/MS spectra were extracted into MS2 files [46] from RAW files using the program Raw2MS2, version 1.0, which was developed locally [47], [48]. All MS/MS scans were searched against the FASTA database containing all 1,946 reannotated *Z. mobilis* proteins [14]) and their reversed sequences, with a total of 3,892 protein entries using the SEQUEST program (version 27) [49], with mass tolerance for precursor ions  = 3.0 and mass tolerance for fragment ions  = 0.5. No peptide modifications were specified. Peptide identifications were filtered and assembled into proteins by the DTASelect program (version 1.9) [50] using its default criteria (at least two fully tryptic peptides, up to 4 missed cleavages, a delCN of at least 0.08 and cross-correlation scores (Xcorrs) of at least 1.8 (for charge state [z]  = +1), 2.5 (z = +2), and 3.5 (z = +3). The DTASelect parameter (*−p 2*) that requires two peptides also permits protein identifications arising from a single peptide sequence for which MS-MS spectra are identified from parent ions of two or more change states; these identifications were subsequently removed from the reported results. The false discovery rate for peptide identification was ≤∼1% when using these default parameters [51]. The isoelectric point and molecular mass distributions were generated for the predicted proteome using the Expasy pI and molecular weight tool (http://ca.expasy.org/tools/pi_tool.html).

To estimate relative abundance differences of proteins, each spectrum count value was increased by 1 to avoid division by zero errors [52]. These adjusted spectrum count values were normalized such that the sum of adjusted spectrum count values for each individual MudPIT analysis was equal to the average of this quantity across all four analyses. Spectrum count values from MudPIT analyses of duplicate cultures of ethanol treated cells were pooled, as were results for the control cells. Identification of protein abundance changes between ethanol-treated versus control cells was based on a G test applied to the adjusted and normalized spectrum count values [52], [53]. A protein was determined to be different in abundance in the ethanol-treatment condition if the p value resulting from comparison of the G statistic with a χ^2^ distribution (one degree of freedom) was less than 0.05 and the normalized spectrum count for both biological replicates from ethanol treatment condition were higher (or lower) than those from the control condition. Additionally, for a given protein, the p value resulting from the G test, pj, was required to pass the Benjamini-Hochberg criterion such that pj≤q(j/t), where q is the chosen false discovery rate (set at 0.05), t is the total number of identified proteins, and j is the rank of that protein in a list ordered by increasing p value [53]. Proteins passing these criteria are denoted as “UP” or “DOWN” while those not passing the criteria are denoted as “NULL.” To estimate the rate of false discovery for proteins with increased or decreased abundance, the G test was applied to the two replicates of ethanol-treated cells, and also to the two replicates of the control cells [54]. Identified peptides with sequences that are found in more than one *Z. mobilis* protein are identified in Table S2 in file S2, and the corresponding proteins containing these peptides are listed in Table S3 in file S2. The data associated with this manuscript may be downloaded from the ProteomeCommons.org Tranche network using the following hash:/29rG1vBesn7r/1UyybgeueybqrFf3P63Ipz8PzhfZD/dWurBeqrJ5ajE6eSQBQmfmAI+it0t9x+XFI8qJwhal0+72EAAAAAAAAw7w =  = .

### Operon Prediction

Operons were predicted based on a previously published method [55], [56], [57]. In brief, a classifier was trained based on experimentally validated operons of *E. coli* and *B. subtilis*. The classifier was tested on five other genomes with limited number of operons available, and it was shown that the accuracy was comparable to the training data sets. The classifier was then applied to *Z. mobilis* genome without further modification.

### Operon Adjustment through Microarray Data Analysis

Note that an adjacent gene pair could be in either two consecutive operons, hence called a boundary pair, or the same operon, called an operon pair. From previous studies, we found that adjacent gene pairs with prediction-score less than 1.5 and larger than 5 have very high confidence of being operon pairs and boundary pairs, respectively [55], [56], [57]. As a result, only those adjacent gene pairs with prediction-score between 1.5 and 5 were adjusted using microarray data. The microarray data underwent a discretization transformation. Briefly, two arrays (duplicated experiments) of expression values for ZM4 wild-type growth without ethanol stress at the time of 6 hours were used to calculate the gene expression base value for each gene in the data. Then, if the difference between the expression value and the base value falls into [−0.5, 0.5), the discretized value is set to be 0; and [0.5, 1.5) to 1; [1.5, 2.5) to 2; [2.5, 3.5) to 3; [3.5, ∞) to 4; and similarly for the down-regulated expression values. These discretization cutoffs were determined as described previously [58], to maximize the correlation of the identified expression patterns with predicted operon structure. After that, the discretized microarray data were represented using a matrix of integers between −4 and 4 to represent their gene expression levels in the corresponding experiments. For each adjacent gene pair, their *microarray-score* is assigned with the maximum number of experiments under which they are at the same expression levels. Then, the adjusted prediction-score was calculated as followed: AdjpredictionScore = predictionScore + ln (f_bp_(X)/f_op_(X)), where f_bp_ and f_op_ are the frequencies of the boundary and operon pairs with the same microarray-score X, respectively. In this work, the ethanol stress microarray data generated in this study (GSE21165) and the microarray data from a previous salt stress study (GSE18106) [22] were used. These two microarray studies were conducted using same procedure, platform and protocols. Raw data from the two experiments were combined and processed together using JMP Genomics 4.0 software using LOWESS normalization method as described above.

## Results

### Physiological Response to Ethanol

The growth of *Z. mobilis* supplemented with 0, 16, 32, 47, 63, 79, 95 or 118 g/L ethanol was assessed using a Bioscreen C instrument under anaerobic conditions to determine an appropriate ethanol concentration for systems biology studies. *Z. mobilis* growth was arrested when ethanol was added to the medium at or above 79 g/L, and minor differences were observed between untreated control cultures and where ethanol was added at concentrations of 16 and 32 g/L (Fig. S1 in file S5). *Z. mobilis* showed intermediate growth rate decreases when rich medium (RM) cultures were amended with 47 g/L (6% v/v) ethanol, and cultures treated with this concentration of ethanol attained final cell densities similar to untreated control cultures (Fig. S1 in file S5). The concentration of 47 g/L ethanol was chosen for the treatment in the subsequent systems biology study to impact cell growth slightly (Fig. 1). For simplicity in the present manuscript, control refers to no ethanol supplementation; and ethanol treatment refers to the supplementation of 47 g/L ethanol; unless otherwise stated, the absolute ethanol concentration is omitted.

**Figure 1:**
The growth, glucose consumption and net ethanol production of *Z. mobilis* in the absence or presence of 47 g/L (or 6% [v/v]) ethanol. Black and grey arrows indicate the sampling time points of transcriptomic and metabolomic studies for *Z. mobilis* in the absence of ethanol (control, black arrows) or in the presence of ethanol (treatment, grey arrows) respectively. The exponential phase samples (control at 6 h and treatment at 10 h post-inoculation) were used for proteomic study.

The presence of ethanol negatively affected growth in *Z. mobilis* ZM4 fermentations (Fig. 1). *Z. mobilis* had a maximal culture density of 7.0 OD_600nm_ units approximately 9 h post-inoculation without ethanol supplementation, while *Z. mobilis* only reached its highest culture density of 6.5 OD_600nm_ units at 13 h post-inoculation with the supplementation of 47 g/L ethanol despite initial inocula concentrations being slightly greater than that of control condition (Fig. 1). The growth rate of ethanol-treated cells was reduced by more than one third compared to that of control cells, dropping from 0.47±0.008 hour^−1^ to 0.31±0.01 hour^−1^. For comparison of equivalent exponential phase growth, *Z. mobilis* control at 6 h and ethanol-treated cells at 10 h (ETOH_10h/Control_6h) were usually used for comparison purposes, unless otherwise described. In addition, the early stationary phase (transition from exponential phase to stationary phase) comparison was for the ethanol-treated cell at 13.5 h to control at 10 h (ETOH_13.5h/Control_10h), and the late stationary phase comparison was of ethanol-treated cells at 26 h to control at 26 h (ETOH_26h/Control_26h).

HPLC was used to quantify and compare *Z. mobilis* glucose consumption and the kinetics of ethanol, lactate, and acetate production either with or without added ethanol. *Z. mobilis* consumed glucose more slowly with ethanol supplementation; more than 71% of the initial glucose was not utilized by *Z. mobilis* at 10 h post-inoculation, and an additional 4.5 h was needed to fully utilize the remaining glucose (Fig. 1; file S3). In contrast, only 2.9% of the initial glucose concentration (98 mM or 0.053 g/L) remained at 10 h post-inoculation in the absence of added ethanol (Fig. 1; file S3). *Z. mobilis* ethanol production was correlated with substrate (glucose) consumption. Where growth was reduced with supplemental ethanol, slower ethanol production was seen compared to control cells (Fig. 1; file S3). In addition, ethanol-treated *Z. mobilis* had a reduced net ethanol production with a highest net ethanol production of 6.1 g/L compared to that of 8.3 g/L for control cells (Fig. 1; file S3). Similarly, acetate production was reduced dramatically from 0.121±0.002 g/L to 0.054±0.004 g/L with ethanol supplementation at 26 h post-inoculation. The majority of lactate was produced after exponential growth and in contrast with ethanol and acetate production, lactate production in ethanol-treated *Z. mobilis* increased about one-fifth to 0.046±0.001 g/L after 14.5 h post inoculation compared to that of control, and remained relatively steady through the end of the experiment (file S3).

### Metabolomics of *Z. mobilis* in Response to Ethanol

The physiological status of *Z. mobilis* was investigated further by a comparative GC-MS analysis of intracellular metabolomic profiles that examined relative differences at different time points post-inoculation (6, 10, 12, 13.5 or 26 h). Metabolite identification and analysis gave 45 metabolites that were present at different abundance levels between *Z. mobilis* with and without ethanol treatment (file S4). Fewer metabolites had at least a 1.5-fold or greater change during exponential phase growth compared to that of earlier stationary or stationary phase comparisons (file S4). In ethanol-treated cells, most observed metabolites accumulated in the early time point samples and treatment differences then diminished thereafter. This may be either the ethanol effect slowing a pathway or a transient response to overcome ethanol toxicity. Tryptophan increased over time in the control, ethanol treated microbes had only 3% of the tryptophan levels of the controls in the later two sampling time points. Of the metabolites quantified, tryptophan was the most impacted by ethanol stress. 

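Averaged over the same-time comparisons at 6, 10, 13.5 and 26 h, tryptophan synthase subunit *trpB* (ZMO0585), ZMO0586 and ZMO0587 were higher in ethanol. The log2 changes were 0.29 (SE 0.08, adjusted p = 0.00536), 0.51 (SE 0.07, 8.54e-06) and 0.29 (SE 0.06, 0.000697). The 8 arrays per arm come from 2 vessels. The fit has no vessel term, so these p-values take the samples of 1 vessel as independent. *trpA* (ZMO0584), ZMO0582 and *accD* (ZMO0583) stood at 0.10, 0.04 and 0.13 and did not pass. The largest single difference was in late stationary phase, when ZMO0586 rose by 1.44 (SE 0.14, 7.35e-07) and *trpB* by 0.83 (SE 0.16, 0.000604), while ZMO0582 and ZMO0587 stood at −0.27 each (0.162 and 0.0874), *accD* at −0.06 and *trpA* at 0.25. In that phase ZMO0587 passes as lower with the deposited gene intensities (−0.38, 0.0151), without background correction (−0.36, 0.018) and with every probe value as an observation, ZMO0582 as lower under median scaling (−0.49, 0.0154) and with every probe value as an observation, and *trpA* as higher under quantile normalization (0.60, 0.0053) and with every probe value as an observation. All 6 genes fell from 6 to 26 h in control cultures, by −1.03 to −1.62 (camera adjusted p = 0.0233; adjusted p = 0.628 with an estimated correlation). In exponential phase none of the 6 passed (−0.22 to −0.36, camera adjusted p = 0.0881). In early stationary phase 2 rose, and the operon list did not pass (camera adjusted p = 0.264), though it passes as higher under median scaling (0.0463). Of 9 genes of the wider tryptophan branch none passed in exponential phase (camera adjusted p = 0.309). The study chose the operon's genes on these samples, so these counts are not independent evidence of direction. Without control replicate 1 *trpB* is at 0.23 (adjusted p = 0.0702), and under quantile normalization it is at 0.46 and ZMO0582, ZMO0583 and *trpA* pass at 0.22, 0.29 and 0.27. With every probe value as an observation *accD* and *trpA* pass as well (adjusted p = 0.000914 and 0.00564), while in exponential phase all 6 genes then pass as lower. The operon list also passes as lower in exponential phase under quantile normalization (camera adjusted p = 0.0342) and without control replicate 1 (0.0359) or ethanol replicate 2 (0.0265), and ZMO0587 does under quantile normalization (−0.56), with the deposited values (−0.42), with the deposited gene intensities (−0.40) and without background correction (−0.35).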

Transcriptomic analysis indicated the upregulation of genes for tryptophan synthesis (ZMO0584-7, which forms an operon with two other genes of ZMO0582 and ZMO0583), however; when all variables were taken into consideration together the changes were less than the cutoff value of at least 2 fold (Table S7, Table S13 in file S2).

Previous studies showed that the lipid membrane is related to *Z. mobilis* ethanol stress [32], [33], [34], [35]. In this study, we identified several metabolites related to lipid metabolism, such as glyceric acid, palmitic acid, and stearic acid, which were present at elevated levels in the ethanol-stressed *Z. mobilis* compared to those of the control cells at 10 h but not at other sampling points (file S4). They accumulated in the early stationary phase in response to ethanol treatment, but treatment differences were again absent in the stationary phase, although the relative amount of fatty acids was only a small fraction of the total metabolites identified (file S4). Similarly hopanoids were detected via GC-MS, but their levels were relatively low and not considered significantly different between the control and the ethanol stress condition in the present experiment (data not shown).

Hirasawa et al. found that the addition of tryptophan to the culture medium, over-expression of tryptophan permease gene or tryptophan biosynthesis genes increased the ethanol stress tolerance [59]. Based on our results (file S4) and previous studies, we investigated whether or not the supplementation of glycerol or tryptophan in the fermentation media could improve *Z. mobilis* ethanol tolerance. While the addition of supplemental tryptophan did not appear to have an effect on ethanol tolerance (data not shown), medium supplementation with glycerol at low concentrations (0.001%) improved *Z. mobilis* growth marginally as it entered stationary phase under ethanol stress conditions on a consistent basis but not at levels considered significant in this study (Fig. S2 in file S5).

### Proteomic Profiling of *Z. mobilis* in Response to Ethanol

Shotgun proteomics was used to compare exponentially growing *Z. mobilis* cells. To reduce the growth-phase effect on protein expression difference, *Z. mobilis* cells at either 10 h post-inoculation for treatment or at 6 h post inoculation for control cells were at a similar mid-exponential phase, and therefore used for comparison (Fig. 1). We identified 942 proteins, which is about 55% of the total predicted *Z. mobilis* ZM4 proteins (Table S6 in file S2 **)**. The isoelectric point and molecular mass distributions for the identified proteins were similar to the corresponding distributions for all proteins in the revised genome annotation of *Z. mobilis* [14] (Fig. S3 in file S5). This is the largest number of expressed proteins described for *Z. mobilis* to date (Table S2, Table S6 in file S2).

We identified 95 differentially detected proteins based on a comparison of spectrum count values (i.e., the number of tandem mass spectra that identify tryptic peptides of a particular protein) [52], [53], [54], of which 84 had at least a 1.5-fold change and 61 had a 2-fold or higher difference (Table 1 and Table S6 in file S2). Two differentially detected proteins (ZMO0593 and ZMO0734) contain peptides that also could be assigned to other *Z. mobilis* proteins; Table S3 in file S2 lists the 30 identified proteins that contain non-unique peptides. To estimate the rate of false discovery of differential proteins, we also applied the G test [54] for comparing the two ethanol-treated biological replicate samples to each other, as well as the two control samples, leading to identification of much lower numbers (8 and 20, respectively) of differentially detected proteins. We identified 53 up-regulated proteins and 31 down-regulated proteins for the ethanol treatment at exponential phase compared to the untreated control in the same growth phase at the 1.5-fold cutoff (Table S6 in file S2), and these were sub-grouped by their COG (Clusters of Orthologous Groups of proteins) functional categories [60] separately (Fig. 2 and Table S6 in file S2 **)**. We present the proteins that showed two-fold significant changes (Table 1). Approximately two-fifths of the down-regulated proteins belong to the functional category of translation, ribosomal structure and biogenesis. About one-third of the up-regulated proteins are within the metabolism category, and most are related to energy production/conversion, as well as nucleotide transport proteins (Fig. 2 and Table S6 in file S2). The interactions among the down-regulated or up-regulated proteins with at least a 1.5-fold change were also analyzed for their previously documented interactions using STRING database [43] (Fig. 3 **)**. Among the 31 ethanol down-regulated proteins with at least 1.5-fold change, ribosomal proteins as well as proteins involved in flagellar synthesis and DNA replication have been shown to interact with each other (Fig. 3A and Table S6 in file S2). The 53 ethanol up-regulated proteins with at least 1.5-fold change had fewer interactions; chaperone proteins, DNA and protein repair proteins, as well as alcohol dehydrogenase and proteins involved in the ED pathway and energy metabolism showed stronger linkages than the rest of the ethanol up-regulated proteins (Fig. 3A and Table S6 in file S2).

**Figure 2:**
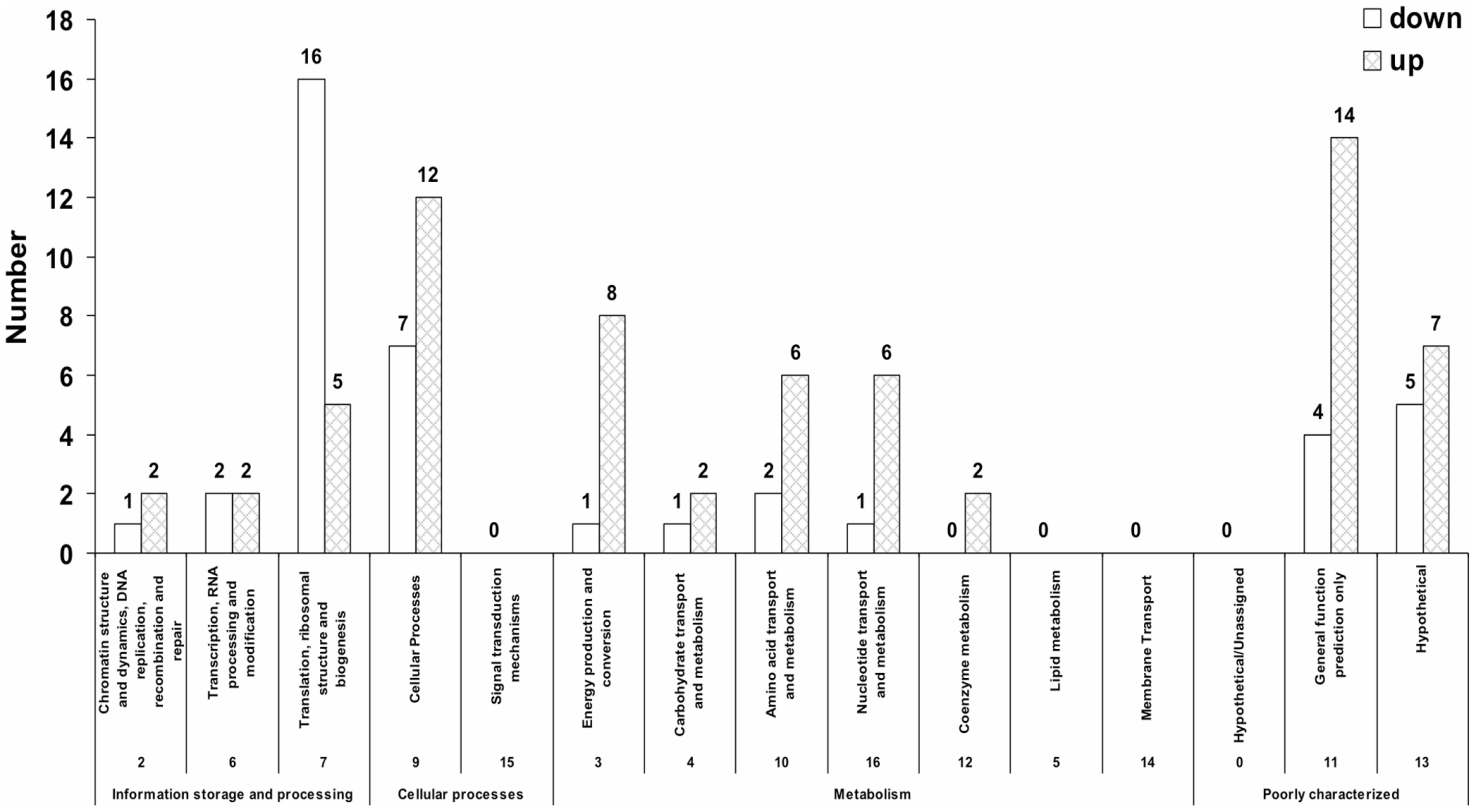
Functional categories of the eighty-four ethanol differentially regulated proteins with at least 1.5-fold significant changes at exponential phase for 47 g/L ethanol treated cells at 10 h versus control cells at 6 h. The functional categories are based on COG (Clusters of Orthologous Groups of proteins) categories.

**Figure 3:**
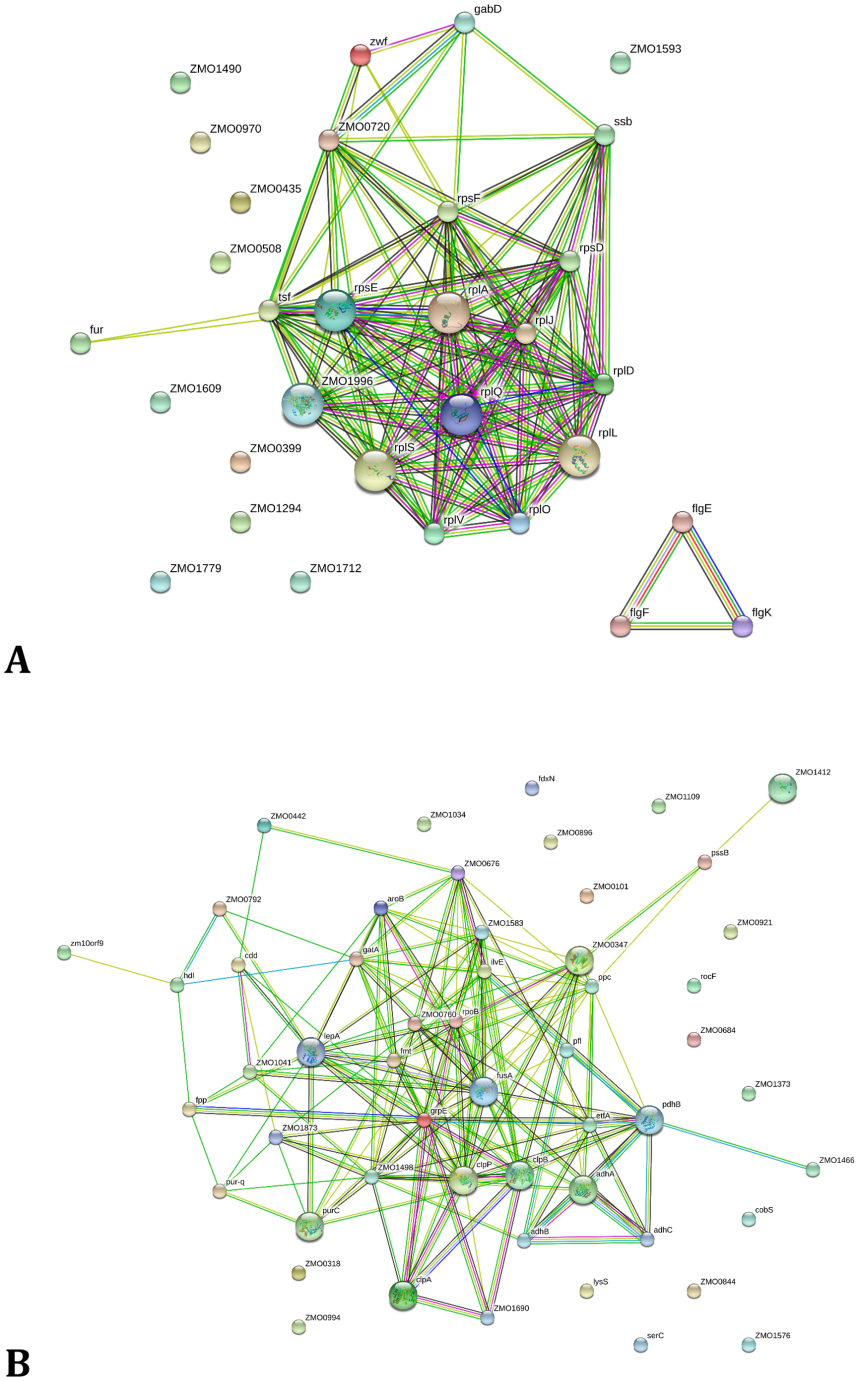
Documented interactions based on String 8.2 database for 31 ethanol down-regulated proteins (A) and 53 ethanol up-regulated proteins (B) with at least 1.5-fold changes from proteomic study. A greater the number of lines associated with the connection, indicates a greater level of confidence in the association. The network nodes are proteins. The edges represent the predicted functional associations. An edge may be drawn with up to 7 differently colored lines - these lines represent the existence of the seven types of evidence used in predicting the associations. A red line indicates the presence of fusion evidence; a green line - neighborhood evidence; a blue line - coocurrence evidence; a purple line - experimental evidence; a yellow line - textmining evidence; a light blue line - database evidence; a black line - coexpression evidence.

**Table 1:** Comparison of array data to significantly different proteins.

			Proteomics		Array	
Gene	Product	Ratio^a^	p-value	Ratio	p-value	Sig Index^b^
ZMO1373	TIR protein	3.4	9.50E-06	0.7	5.13E-08	1
ZMO1818	4Fe-4S ferredoxin iron-sulfur binding domain-containing protein	3.2	8.40E-05	−0.3	3.89E-03	1
ZMO0101	putative oxidoreductase	3.2	9.60E-05	1.5	1.66E-31	1
ZMO0405	ATP-dependent Clp protease, ATP-binding subunit ClpA	3.1	2.00E-04	−0.7	5.37E-14	1
ZMO0347	RNA-binding protein Hfq	3.0	3.10E-04	−0.1	5.37E-01	0
ZMO0844	sporulation domain-containing protein	2.9	8.60E-04	0.7	1.05E-06	1
ZMO0896	hypothetical protein	2.9	8.60E-04	0.5	2.40E-12	1
ZMO1041	NUDIX hydrolase	2.8	1.20E-03	−1.2	1.17E-13	1
ZMO0864	cytidine deaminase	2.8	1.60E-03	0.3	1.91E-07	1
ZMO0760	lactoylglutathione lyase	2.8	1.80E-03	0.0	7.08E-01	0
ZMO1466	alpha/beta family hydrolase	2.7	1.10E-05	0.4	1.48E-16	1
ZMO1583	DNA topoisomerase (ATP-hydrolyzing)	2.6	3.40E-03	0.1	1.74E-02	1
ZMO1370	nitrilase/cyanide hydratase and apolipoprotein N-acyltransferase	2.6	4.80E-03	−0.4	7.08E-11	1
ZMO1722	S-(hydroxymethyl)glutathione dehydrogenase/class IIIalcohol dehydrogenase	2.6	4.80E-03	0.3	6.92E-09	1
ZMO1544	Cobaltochelatase	2.6	4.50E-05	0.5	2.75E-15	1
ZMO1576	putative short-chain dehydrogenase/oxidoreductase	2.5	1.80E-05	−0.2	9.55E-05	1
ZMO1605	pyruvate dehydrogenase subunit beta	2.3	4.10E-06	1.0	5.62E-23	1
ZMO1741	GTP-binding protein LepA	2.0	4.90E-03	0.4	1.62E-08	1
ZMO0811	methionyl-tRNA formyltransferase	1.9	2.20E-03	−0.1	1.91E-02	1
ZMO0734	3'(2'),5'-bisphosphate nucleotidase	1.9	3.80E-04	0.2	1.66E-04	1
ZMO1412	MucR family transcriptional regulator	1.9	2.90E-03	0.9	1.66E-20	1
ZMO1873	glutaredoxin-related protein	1.8	5.40E-03	0.5	3.31E-12	1
ZMO1052	Phosphoribosylaminoimidazolesuccinocarboxamide synthase	1.8	2.30E-03	1.2	1.23E-14	1
ZMO0442	HAD-superfamily hydrolase, subfamily IA, variant 3	1.7	3.20E-03	−0.1	6.31E-01	0
ZMO1334	YceI family protein	1.7	4.30E-05	1.4	3.98E-18	1
ZMO0318	short-chain dehydrogenase/reductase SDR	1.7	2.80E-08	−1.1	8.51E-26	1
ZMO0948	Endopeptidase Clp	1.7	6.30E-08	0.6	3.47E-14	1
ZMO1424	ATPase	1.7	1.20E-11	0.5	3.31E-05	1
ZMO0921	hypothetical protein	1.7	1.20E-03	0.3	1.55E-13	1
ZMO0913	branched-chain amino acid aminotransferase	1.6	5.50E-03	0.7	2.09E-16	1
ZMO0432	arginase family protein	1.5	6.20E-04	0.9	6.17E-26	1
ZMO1684	Phosphoserine transaminase	1.4	1.90E-05	0.8	4.57E-26	1
ZMO0016	GrpE protein	1.3	7.30E-06	0.6	1.17E-12	1
ZMO0855	farnesyl-diphosphate synthase	1.3	2.30E-05	0.3	4.79E-10	1
ZMO1690	heat shock protein DnaJ domain-containing protein	1.2	1.20E-03	−0.8	6.17E-21	1
ZMO1570	Formate C-acetyltransferase	1.2	4.40E-04	0.3	5.89E-04	1
ZMO0593	3-dehydroquinate synthase	1.1	4.70E-04	0.4	6.61E-21	1
ZMO1498	histidine triad (HIT) protein	1.1	2.50E-03	0.0	6.92E-01	0
ZMO0684	CRISPR-associated Csy3 family protein	1.1	1.90E-04	0.8	2.69E-10	1
ZMO1496	Phosphoenolpyruvate carboxylase	1.1	2.30E-05	0.2	2.63E-04	1
ZMO0792	dihydroorotase	1.0	2.80E-03	0.4	1.00E-09	1
ZMO1034	calcium-binding EF-hand-containing protein	1.0	2.20E-06	−0.3	2.69E-02	1
ZMO1294	sugar isomerase (SIS)	−3.5	2.00E-05	−0.1	5.50E-01	0
ZMO1593	peptidase M61 domain-containing protein	−2.9	2.40E-03	−0.1	6.92E-02	0
ZMO0508	GCN5-related N-acetyltransferase	−2.7	4.60E-03	−0.1	1.91E-01	0
ZMO0399	hypothetical protein	−2.1	2.90E-04	−0.1	5.25E-01	0
ZMO0970	putative purine nucleoside permease	−2.1	1.30E-03	0.3	9.55E-06	1
ZMO0610	flagellar basal-body rod FlgF	−1.8	2.00E-04	0.4	1.15E-03	1
ZMO0605	flagellar hook-associated protein FlgK	−1.8	1.10E-03	0.0	8.32E-01	0
ZMO1411	ferric uptake regulator family protein	−1.4	1.90E-03	0.2	2.14E-03	1
ZMO0611	flagellar basal body FlaE domain-containing protein	−1.4	5.10E-18	0.2	1.48E-02	1
ZMO1609	hypothetical protein	−1.3	9.60E-08	0.0	6.61E-01	0
ZMO1542	single-strand binding protein	−1.2	2.60E-04	−0.8	7.76E-08	1
ZMO1712	FKBP-type peptidyl-prolyl cis-trans isomerase 1-like	−1.2	6.70E-05	0.0	7.76E-01	0
ZMO0727	50S ribosomal protein L10	−1.1	3.10E-13	−0.1	8.91E-03	1
ZMO0518	50S ribosomal protein L4	−1.1	2.30E-15	0.3	3.31E-03	1
ZMO1779	hypothetical protein	−1.1	1.60E-17	−0.2	1.35E-05	1
ZMO1490	hypothetical protein	−1.1	4.90E-04	−0.7	1.12E-11	1
ZMO0533	30S ribosomal protein S5	−1.1	2.80E-15	0.8	1.41E-22	1
ZMO1079	50S ribosomal protein L19	−1.1	1.40E-06	−0.3	5.50E-04	1
ZMO0542	50S ribosomal protein L17	−1.0	1.90E-07	0.4	1.15E-02	1

a Ratios are represented as log2 values for 10 h treatment condition over 6 h control condition.

b Significance index shows if a gene was significantly differentially expressed (1) or not (0) for this comparison.

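Of the proteins in the table, 60 have an unrounded ratio of at least 2-fold, and RNA for 22 of these 60 changed in the exponential-phase arrays, 21 in the direction of the protein and 1 (ZMO1490) against it. Among proteins listed as higher, calcium-binding protein gene ZMO1034 had more RNA (log2 change 0.98, SE 0.20, adjusted p = 0.00292, 2 arrays per group), and so did NUDIX hydrolase gene ZMO1041 (0.64, SE 0.16, 0.00933). Among those listed as lower, hypothetical gene ZMO0399 had less (−2.03, SE 0.29, 0.000191). The sign was the same for 46 of the 60, tested or not. The column of array ratios in the table has a sign other than the exponential-phase change for 23 of the 60 genes; for ZMO1034 it gives −0.29, for ZMO1041 −1.16 and for ZMO1576 −0.19. Ribosomal protein gene ZMO0542, whose ratio in the table reaches 2-fold only by rounding, is left out of these counts; its RNA stood at −0.51 (adjusted p = 0.0969), with an array ratio of 0.39 in the table.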

Among proteins with highest normalized spectrum counts, and therefore likely to be abundant [61], were ribosomal proteins, enzymes involved in the ED pathway, and chaperones (Table S6 in file S2). Ribosomal proteins (ZMO0726, ZMO0728) and translation elongation factor Ts (ZMO1155) were the most abundant proteins down-regulated by ethanol treatment. Cystathione gamma-synthase (ZMO0676), iron-containing alcohol dehydrogenase (ZMO1596) and a hypothetical protein (ZMO1109) were among the most abundant up-regulated proteins. Enzymes that were abundant in both the ethanol-treated and control conditions included key enzymes such as pyruvate kinase (Pyk, ZMO0152), phosphopyruvate hydratase (Eno, ZMO1608), and glyceraldehyde-3-phosphate dehydrogenase (Gap, ZMO0177); as well as proteins like chaperone DnaK (ZMO0660) and chaperonin GroEL (ZMO1929)(Table S6 in file S2).

### Transcriptomic Profiling of *Z. mobilis* in Response to Ethanol

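Cultures without added ethanol grew in vessels 1 and 4, and cultures with 47 g/L ethanol, which is 6% (v/v), in vessels 2 and 3. Each vessel gave 1 RNA sample at 6, 10, 13.5 and 26 h, so the 16 arrays form 8 groups of 2 separate fermentors. Every array carried 72037 spots, of which 57246 belonged to 19082 probes for 1950 genes (3 spots per probe) and 9637 to random sequences that match no gene. The authors extracted the spot intensities, log2 transformed them and normalized them by LOWESS. The values reported here start again from the raw spot intensities. They were corrected for background with an offset of 50, put on the log2 scale, normalized between arrays by cyclic loess, and averaged over the spots of a probe and then over the probes of a gene. Median gene probe intensities ran from 293 to 4143, group by group as given with the signal over random probes. Genes were compared by limma with 1 mean per group over all 16 arrays, which leaves 8 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method. A gene counts as changed at an adjusted p below 0.05, and as changed 2-fold when its log2 change also reaches 1 in either direction. Exponential phase is ethanol at 10 h against control at 6 h, early stationary phase ethanol at 13.5 h against control at 10 h, and late stationary phase ethanol against control at 26 h, as in the paper.
Locus tags reached 1129 of the 1950 array genes through the paper's supplementary tables, and 821 array genes stay without one, so the named genes are a part of those measured. Fold changes planted in simulated arrays of the exponential-phase design were recovered for 74.4% of genes at 1.5-fold and 99.2% at 2-fold, and 36 of 969 calls were false (3.7%). Both ethanol arrays at 10 h had their images extracted on a different day from all other arrays. For the exponential-phase comparison, extraction day and ethanol therefore cannot be told apart by a term in the model. Sample titles also end in a letter, S or L, that neither the labels nor the paper explain. In the early stationary comparison and in the same-time comparisons at 10 and 13.5 h every ethanol array carries L and every control array S, and in the ethanol series the arrays carry L up to 13.5 h and S at 26 h. What the letter stands for can therefore not be separated from ethanol in the former, or from time in the intervals that end at 26 h in ethanol cultures.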

Samples from the control fermentation and the ethanol-treated fermentation were taken at 6, 10, 13.5, and 26 h post-inoculation and the gene expression profiles were analyzed using a NimbleGen high density expression array as described previously [22]. 

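RNA signal differed by growth condition. In control cultures the median gene probe stood 15.9 to 17.3 times above the median random probe at 6 h, and the ratio was 2.51 to 3.51 at 10 h, 2.34 to 2.52 at 13.5 h and 2.11 to 2.71 at 26 h (ranges over 2 arrays). In ethanol cultures it was 12.5 to 14.8 at 6 h, 15.7 to 17.3 at 10 h, 10.1 to 16.0 at 13.5 h and 7.51 to 8.26 at 26 h. The share of gene spots above the 95th percentile of random spots went from 97.8 to 97.9% in control cultures at 6 h to 85.8 to 88.2% at 26 h, and from 98.5 to 98.7% to 96.9 to 97.4% in ethanol cultures. Per group, 3 to 9 genes had no probe above that level in either array, and 1 gene had none in any of the 16 arrays. That 1 gene was not called 2-fold in any of the 3 phases, which a gene at background on every array could hardly be. Genes at background only in the compared groups were not checked.

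**Figure D1:**
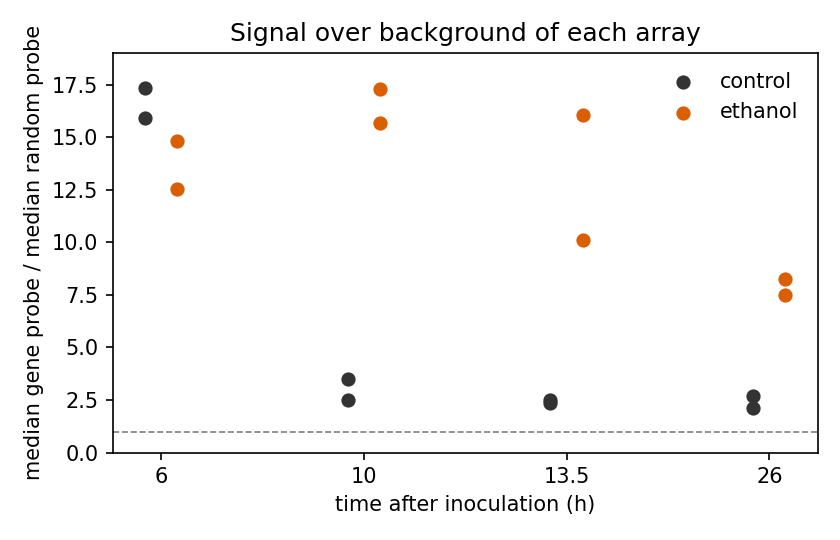
Signal over background on each array. The x axis is time after inoculation (h) and the y axis the median gene probe divided by the median random probe; each point is 1 of 16 arrays (control dark, ethanol orange, 2 per group), and the dashed line marks a ratio of 1. Control arrays from 10 h on lie between 2.11 and 3.51, and all ethanol arrays lie between 7.51 and 17.3.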

The microarray data were assessed using several approaches and the quality was found to be high. 

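Gene values of the 2 vessels of a group correlated at a Pearson's r of 0.984 (ethanol, 6 h) to 0.996 (control, 13.5 h), with a median of 0.9899 over the 8 groups. These r are across the 1950 genes, which are not independent replicates. Between arrays of different groups, r ran from 0.665 to 0.993 over 112 pairs (median 0.831). Few genes differed more than 2-fold between the vessels of a group: 22 in ethanol at 6 h, 14 in control at 6 h, 12 in control at 10 h. Among the genes named later, *sacB* (ZMO0374, levansucrase) had an SD of 0.69 (log2) between the ethanol vessels at 6 h, and ZMO0375 an SD of 0.77 between the control vessels at 6 h.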

The correlation coefficients for microarray data from biological replicates were good, with r >0.98 for each comparison (Fig. S4A in file S5). In addition, the microarray data of biological replicates were also grouped together closely based on the hierarchical clustering and principal components analyses (Fig. S4B–C in file S5), and that data can be grouped or separated as time points advance through the experiment and also by treatment before the application of the ANOVA testing. 

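The arrays fell into a pair of clusters that cut across treatment. The first holds control cultures at 10, 13.5 and 26 h together with ethanol cultures at 26 h, and the other holds control cultures at 6 h together with ethanol cultures at 6, 10 and 13.5 h. The first principal component carried 75.2% of the variance and the second 12.2%. Among 16 arrays, 15 had their own replicate as nearest neighbour. Across genes, control at 6 h correlated with ethanol at 10 h at a mean r of 0.957, and with control at 10 h at 0.731. Ethanol at 13.5 h correlated with control at 10 h at 0.829, and ethanol at 26 h with control at 26 h at 0.898. Ribosome hibernation factor *hpf* (ZMO0038), which silences ribosomes in resting cells, follows the same division: its mean log2 level was 9.09 in control and 9.64 in ethanol cultures at 6 h, 14.2 in control and 9.21 in ethanol cultures at 10 h, and 15.5 in control and 13.7 in ethanol cultures at 26 h (n = 2 each, SD 0.03 to 0.34).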

Finally, ten differentially expressed genes from different functional categories with a broad range of expression ratios were chosen for real-time quantitative PCR (RT-qPCR) validation (Table S1). RT-qPCR results indicated a high degree of concordance between microarray and RT-qPCR data (Fig. 4).

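Of the genes chosen for RT-qPCR, 9 of 10 have a locus tag on the array, and all 9 passed the test in at least 1 of the 3 phases. Already at 6 h, with both cultures sampled at the same hour, the dehydrogenase ZMO1576 was higher in ethanol (log2 change 2.53, adjusted p = 4.12e-07), and so were alcohol dehydrogenase ZMO1236 (1.58, 1.12e-05) and superoxide dismutase ZMO1060 (1.20, 0.000124), which removes superoxide. The primase gene ZMO1622 was lower by then (−1.03, 0.000259). At 10 h against 10 h the order was turned round for the first 3 of these, at −1.71, −3.70 and −2.44. Glucose-6-phosphate dehydrogenase ZMO0367 differed by 0.06 at 6 h (adjusted p = 0.841) and by 1.24 at 13.5 h. Over all 9 genes, log2 changes between ethanol and control cultures in the same-time comparisons and the 3 phases ran from −3.70 to 2.53. The RT-qPCR measurements themselves were not analysed here.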

**Figure 4:**
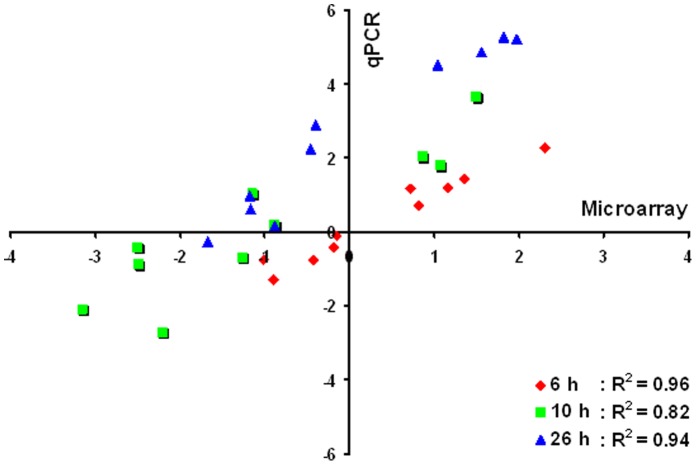
Correlation between microarray and RT-qPCR results for microarray data verification. Comparison of gene expression measurements by microarray and qRT-PCR between wild-type *Z. mobilis* ZM4 with the treatment of 47 g/L ethanol and control cells without ethanol treatment at different time points. The gene expression ratios of both microarray data and qPCR data for ten genes were log transformed in base 2 (log_2_<Ethanol_treatment/Control>), and the microarray log2 ratio values were plotted against the qRT-PCR log2 values.

In the absence of any fold-change filtering, about seventeen hundred genes were identified to be significantly differentially expressed using the ANOVA with treatment and time as variables (Table S7 in file S2), covering nearly all of the *Z. mobilis* ZM4 genes reannotated by our group [14] indicating a dynamic gene expression for ethanol responses. 

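Almost every gene on the array differed among the 8 groups: 1835 of 1950 (94.1%) in the moderated F test of limma. Flagellin gene ZMO0629, the filament protein of the flagellum, shows the size of such differences. Its mean log2 level in control cultures was 8.43 at 6 h and 12.9 at 10 h, while ethanol cultures stood at 9.20 at 6 h, 9.41 at 13.5 h and 11.7 at 26 h (n = 2 each, SD 0.02 to 0.44). *rpmA* (ZMO0209), for ribosomal protein L27, and the dehydrogenase ZMO0090 belong to the same group of genes that differed with both time and treatment. From these counts the paper reasons that gene expression was dynamic in the response to ethanol.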

Two comparisons were then carried out to identify the ethanol-responsive genes, by comparing the significant genes between the ethanol-treated cells and the control cells at different growth phases, as well as by comparing the time series of differentially expressed genes within ethanol-treated cells (Fig. S5 in file S5). In addition, the identification of differentially expressed genes in the time series study of control cells helps exclude growth-phase related genes. Differentially expressed genes identified from both the treatment versus control study and the ethanol-treatment time series study but not from the control time series study were regarded as ethanol-responsive genes (Fig. S5 in file S5).

By comparing gene expression between ethanol-treated and control cells at the same growth phase, 483 genes were significant with at least a 2-fold change (Fig. S5 in file S5, Table S8 in file S2). 

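Trigger factor *tig* (ZMO0946), a chaperone at the ribosome, purine gene *purC* (ZMO1052) and leucine gene *leuB* (ZMO0677) were among 26 genes at least 2-fold higher in ethanol cultures in both stationary-phase comparisons. Superoxide dismutase ZMO1060, OsmC family protein ZMO0693, flagellin ZMO0629 and ribosomal protein gene *rpmA* were among 147 genes at least 2-fold lower in both. Independent lists of these sizes would share 7.43 and 28.1 genes. These comparisons have no array in common, but they sample the same vessels. Control cultures also changed little between the times used: 1 gene changed 2-fold from 10 to 13.5 h and 1 from 13.5 to 26 h. More overlap than independence gives is therefore built into the design, and its size is not separate evidence of an ethanol effect. In at least 1 of the 3 phases, 581 of 1950 genes (29.8%) changed 2-fold, 330 of them with a locus tag. Exponential phase held 12.1% of the 581 and the stationary phases 93.1%. In 20 simulated sets of arrays with no change, the same procedure called at most 1 gene. Under median scaling *tig* in early stationary phase stands at 0.73 and *leuB* at 0.61, and under quantile normalization ZMO0693 and ZMO1060 in late stationary phase stand at −0.45 and −0.96.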

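Exponential-phase cells in ethanol had more RNA for several redox, sulfur and respiratory chain genes, and less for genes of a prophage-like region. ZMO1373, a TIR protein, rose by a log2 change of 2.02 (SE 0.14, adjusted p = 2.86e-07, 2 arrays per group), dehydrogenase ZMO1576 by 1.89 (SE 0.18, 9.78e-06) and ZMO0055, of unknown function, by 1.78 (SE 0.13, 4.82e-07). Among genes for oxidative stress and thiol redox, 7 of 16 measured rose and none fell (8 and 0 adjusted over the list alone; camera adjusted p = 0.00747; adjusted p = 0.29 with an estimated correlation). *gorA* (ZMO1211), glutathione reductase, rose by 1.67 (SE 0.14, 2.13e-06) and thioredoxin-domain gene ZMO1705 by 1.31 (SE 0.15, 4.55e-05). Of 8 genes for sulfate assimilation and cysteine synthesis 4 rose (5 adjusted over the list alone; camera adjusted p = 0.00418; adjusted p = 0.471 with an estimated correlation), led by *cysK* (ZMO0748), cysteine synthase, at 1.31 (SE 0.15, 4.95e-05). Of 8 respiratory chain genes 3 rose (4 adjusted over the list alone; camera adjusted p = 0.0341; adjusted p = 0.318 with an estimated correlation). Regulator gene ZMO0422 of the Rrf2 family rose by 1.08 (SE 0.22, 0.00318), cyclopropane-fatty-acyl-phospholipid synthase ZMO1033, which modifies membrane lipids, by 0.88 (SE 0.16, 0.00124), and chemotaxis receptor gene ZMO0085 by 1.41 (SE 0.22, 0.000382). TonB-dependent receptor ZMO0128, an outer membrane importer, fell by 1.02 on the log2 scale (SE 0.13, 8.52e-05).
Over all genes 378 changed (229 higher, 149 lower), 229 of them at least 1.5-fold and 70 at least 2-fold, and 664 had an unadjusted p below 0.05. Among the smaller sets, 2 of 8 iron-sulfur cluster assembly genes rose (2 adjusted over the list alone; camera adjusted p = 0.103), 2 of 14 multidrug efflux genes rose and 1 fell (the same adjusted over the list alone; 0.309), and 1 of 6 TonB-dependent receptor genes fell (1 adjusted over the list alone; 0.153). Without ethanol replicate 2 the sulfur and respiratory calls are lost (camera adjusted p = 0.0683 and 0.122), and the direction of all 378 was more even under quantile normalization (188 higher, 184 lower) and with the deposited values (205 and 194). Without control replicate 1, 159 genes changed, and without control replicate 4 or ethanol replicate 3, 231 and 228; a spread from the compared groups alone gives 227, and every probe value as an observation 998. The iron-sulfur and TonB lists pass without control replicate 4 (0.0392 and 0.0359).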

About 10% of the 483 genes showed differential gene expression during an exponential growth comparison. 

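In early stationary phase, a protein export gene and a ribonucleotide reductase gene were among those higher in ethanol cultures, and flagellin and superoxide dismutase genes among those lower. *secD* (ZMO1897), a protein export subunit, rose by a log2 change of 2.29 (SE 0.15, adjusted p = 9.28e-09, 2 arrays per group), *rsmH* (ZMO0823), a ribosomal RNA methyltransferase, by 2.26 (SE 0.15, 1.09e-08) and ribonucleotide reductase ZMO0443, which makes DNA precursors, by 2.07 (SE 0.18, 1.6e-07). Dehydrogenase gene ZMO1578 was lower (−4.41, SE 0.33, 2.6e-08), as were *rpmA* (ZMO0209; −3.87, SE 0.19, 5.61e-10), flagellin ZMO0629 (−3.53, SE 0.19, 1.91e-09), OsmC family gene ZMO0693 (−2.54, SE 0.17, 8.27e-09) and superoxide dismutase ZMO1060 (−2.52, SE 0.16, 5.18e-09). Sigma factor genes *rpoD* (ZMO1623) and ZMO0626, sigma 28 for flagellar genes, rose by 1.36 (SE 0.18, 1.29e-05) and 1.30 (SE 0.15, 4.16e-06), and efflux gene ZMO0965 by 1.36 (SE 0.17, 5.3e-06). All 3 CRISPR-associated genes rose, *csy1* (ZMO0682) by 1.06 (SE 0.15, 1.62e-05). By count, 8 of 14 multidrug efflux genes rose and 1 fell, 7 of 16 cell wall genes rose and 1 fell, and 21 of 47 ribosomal protein genes fell while 4 rose (adjusted over the list alone 8 and 1, 7 and 1, 20 and 4). No list passed camera (lowest adjusted p = 0.264).
Over all genes 1176 changed (567 higher, 609 lower) and 404 changed 2-fold (127 higher, 277 lower). RNA signal moved with this comparison: control arrays at 10 h stood 2.51 to 3.51 times above random probes and ethanol arrays at 13.5 h 10.1 to 16.0 times. Under median scaling the median of all genes was −0.27 (0.01 with loess), with 119 higher and 525 lower 2-fold, with the deposited values it was 0.14, with 157 and 202, and quantile normalization gave 223 and 256. Under median scaling the ribosomal list passes camera as lower (adjusted p = 0.000142), and the CRISPR (0.0309) and efflux lists (0.0318) as higher.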

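Late in stationary phase, several genes for ATP synthase, tRNA ligases and pyruvate dehydrogenase were higher in ethanol cultures than in control cultures at 26 h, and ribosomal protein genes went both ways. ZMO0215, a folate enzyme, rose by a log2 change of 2.14 (SE 0.14, adjusted p = 4.18e-08, 2 arrays per group), ATP synthase gamma subunit ZMO0240 by 2.06 (SE 0.17, 1.69e-07), ribosomal protein gene *rpsN* (ZMO0529) by 1.95 (SE 0.18, 5.4e-07), *tyrS* (ZMO1643), which charges tyrosine tRNA, by 1.53 (SE 0.15, 7.5e-07), and catalase ZMO0918 by 1.40 (SE 0.18, 1.36e-05). ZMO1853, of the dihydrodipicolinate synthetase family, was lower (−3.76, SE 0.20, 4.1e-09), and so was dehydrogenase gene ZMO0090 (−2.84, SE 0.17, 1.7e-08). Of 7 ATP synthase genes 6 rose and none fell (7 adjusted over the list alone; camera adjusted p = 0.00112; adjusted p = 0.446 with an estimated correlation). Of 22 tRNA ligase genes 12 rose and 1 fell (14 and 1 adjusted over the list alone; camera adjusted p = 0.00517), and of 12 genes for pyruvate dehydrogenase and the tricarboxylic acid enzymes 9 rose, among them *pdhA* (ZMO1606) by 1.17 (10 adjusted over the list alone; camera adjusted p = 0.00657). Of 47 ribosomal protein genes 23 rose and 13 fell (24 and 13 adjusted over the list alone; camera adjusted p = 0.0274). Each of these last 3 lists has adjusted p = 0.777 with an estimated correlation. Purine synthesis genes counted 6 higher and 1 lower of 15 (camera adjusted p = 0.0792) and iron-sulfur cluster assembly genes 6 higher of 8 (0.117).
In all, 1028 genes changed (461 higher, 567 lower) and 312 changed 2-fold (114 higher, 198 lower). Control arrays at 26 h stood 2.11 to 2.71 times above random probes and ethanol arrays 7.51 to 8.26 times, so signal moved with these gene groups as well. Under median scaling the median of all genes was −0.29 (−0.05 with loess), with 130 higher and 423 lower 2-fold; the deposited values gave 149 and 147, and the fall of ZMO1853 was −2.50 under quantile normalization. The ribosomal call is lost without ethanol replicate 2 (camera adjusted p = 0.0843), without the dimmest genes (0.0518) and with the deposited gene intensities (0.0533), as is the pyruvate dehydrogenase call with the latter (0.0698). The paper states that most of the differentially expressed genes responded to the passage from exponential to stationary phase.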

The majority of differentially expressed genes responded to the transition from exponential phase to stationary phase (Fig. S5 in file S5, Table S8 in file S2). Similar to proteomic data (Table 1), ethanol treatment repressed the expression of genes related to the function of information storage and processing, with more genes associated with cellular processes being up-regulated in response to the treatment (Table S8 in file S2). 

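Using the functional classes that the paper's protein table assigns, cellular processes had 34 genes higher and 11 lower in exponential phase, and information storage and processing 7 higher and 14 lower, out of 198 and 180 measured. Metabolism had 31 higher and 14 lower of 301. At 2-fold the counts were 4 and 2 for cellular processes, 1 and 1 for information, and 5 and 1 for metabolism. Disaggregase *clpB* (ZMO1424), which rescues aggregated proteins, is an example of the first class and rose by a log2 change of 1.38 (SE 0.18, adjusted p = 8.52e-05, 2 arrays per group), while ribosomal protein gene *rpsA*, of the second, fell by 0.44 on the log2 scale (SE 0.14, 0.0431). In late stationary phase metabolism had 43 genes 2-fold higher and 10 lower, a share unlike that of the other classes (Fisher's exact test, two-sided, adjusted p = 1.72e-05 over 9 tests). All 9 tests used the 2-fold counts, and the other 8 gave adjusted p-values of 0.257 and above. In exponential phase those counts are too small to tell the classes apart, and the counts without a fold limit were not tested.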

Five genes were constitutively down-regulated with the ethanol treatment, which are a subfamily IA HAD-superfamily hydrolase (ZMO1862), Beta-fructofuranosidase (ZMO0375), exodeoxyribonuclease III Xth (ZMO1699), DNA primase (ZMO1622), and a hypothetical protein (ZMO0930) (Table S8 in file S2). 

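Levansucrase gene ZMO0375, which splits sucrose, and *dnaG* (ZMO1622), the primase that starts DNA strands, were at least 2-fold lower in ethanol in all 3 phases. ZMO0375 changed by −2.05, −1.47 and −1.18 (log2; SE 0.28; adjusted p = 0.000164, 0.000376 and 0.00255) and *dnaG* by −1.07, −1.40 and −1.35 (SE 0.15; 0.000165, 1.25e-06 and 2.66e-06), with 2 arrays per group throughout. With them, 4 array genes without a locus tag fell 2-fold in each phase, which makes 6. The phases use separate arrays but the same vessels. Independent lists would share 0.519 genes. In 20 simulated sets without change at most 1 gene entered any phase list, so those sets cannot show how much overlap to expect. With the deposited values ZMO0375 stands at −0.96 in early stationary phase. Higher and lower genes together, the count over all phases is 9; it is 4 without ethanol replicate 3, 4 with the deposited values and 14 under median scaling. The genes ZMO1862, ZMO1699 and ZMO0930 could not be matched to an array gene.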

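ZMO0101, a putative oxidoreductase, ZMO1334, of the YceI family, and *dld* (ZMO0256), D-lactate dehydrogenase, were at least 2-fold higher in ethanol in exponential, early stationary and late stationary phase. ZMO0101 rose by 2.33, 1.65 and 1.93 (log2; SE 0.16; adjusted p = 2.86e-07, 4e-07 and 1.69e-07). ZMO1334 rose by 1.12, 1.43 and 1.44 (SE 0.13; 3.91e-05, 2e-07 and 3.3e-07) and *dld* by 1.01, 1.09 and 1.95 (SE 0.19; 0.00214, 0.000168 and 9.22e-07). Each value rests on 2 arrays per group. By independence 0.13 genes would be shared. Under median scaling, ZMO1334 in early stationary phase stands at 0.48, and *dld* at 1.01 in exponential phase lies close to the 2-fold limit. The count of 3 is 2 with the deposited values, with the deposited gene intensities, under median scaling, without background correction and without the dimmest genes. It is 4 under quantile normalization.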

Only two genes were constitutively ethanol upregulated, namely a putative oxidoreductase (ZMO0101) and an YceI family protein (ZMO1334) (Table S8 in file S2).

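Within the ethanol cultures, ribosome hibernation factor *hpf* (ZMO0038) rose by a log2 change of 4.06 from 6 to 26 h (SE 0.17, adjusted p = 1.74e-10, 2 arrays per time) and aldose epimerase ZMO0889, which acts on sugars, by 4.02 (SE 0.155). ZMO1732, of the alkyl hydroperoxide reductase family, fell by 2.78 on the log2 scale (SE 0.22, 3.72e-08). Of 16 genes of the Entner-Doudoroff pathway, lower glycolysis and ethanol formation 13 rose over this span and none fell (13 and 0 adjusted over the list alone; camera adjusted p = 0.000618; adjusted p = 0.576 with an estimated correlation). Taking all 4 intervals together, 663 of 1950 genes (34.0%) changed 2-fold: 28 from 6 to 10 h, 60 from 10 to 13.5 h, 320 from 13.5 to 26 h, and 608 from 6 to 26 h (321 higher, 287 lower). Without ethanol replicate 3 the interval from 10 to 13.5 h holds 103. Both 10 h arrays share the separate extraction day, so the first 2 intervals lie across it.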

With a cut-off value of at least a 2-fold change, a time series comparison identified 571 genes significantly expressed in ethanol-treated cells (Fig. S5 in file S5, Table S9 in file S2). 

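In control cultures *hpf* (ZMO0038) rose by 6.42 (log2, SE 0.17, adjusted p = 8.23e-13, 2 arrays per time) from 6 to 26 h, flagellin ZMO0629 by 5.36 (SE 0.19, 5.88e-12) and alcohol dehydrogenase *adhP* (ZMO1236) by 5.12 (SE 0.16), while *secD* (ZMO1897) was lower (−3.04, SE 0.15), as was acetolactate synthase ZMO0687, of branched-chain amino acid synthesis (−2.81, SE 0.19). Most of this took place by 10 h: 638 genes changed 2-fold from 6 to 10 h (377 higher, 261 lower). From 10 to 13.5 h limma called ZMO0383, a hypothetical protein (−1.47, 0.0497), with 178 genes at an unadjusted p below 0.05. With a term for the vessel in the fit, 0 genes are called in that interval. From 13.5 to 26 h limma called the ribosomal protein gene ZMO0523 (−1.01, 0.0415), with 194 genes at an unadjusted p below 0.05. Over the whole series 796 genes (40.8%) changed 2-fold. Of the 663 genes of the ethanol series, 215 were not among these 796 (32.4%). That is a difference of lists, and the difference between the arms over time was not tested. Without control replicate 4 the interval from 10 to 13.5 h holds 7 genes; with median scaling the change of *secD* is −1.87.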

112 genes were identified to be related to ethanol stress but not growth phase (Table S10 in file S2). The time series gene expression of ethanol-treated cells had a different pattern of functional categories from the treatment versus control comparison, with more genes related to cellular processes down-regulated and more genes associated with metabolism and information storage and processing up-regulated (Table S10 in file S2).

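Metabolism led the 215 genes that changed in the ethanol series and not in the control series: 43 of its genes were higher and 9 lower at some interval. Cellular processes counted 15 higher and 11 lower, and information storage and processing 6 and 5. Energy genes were part of this, such as ATP synthase subunit ZMO0671, which rose by a log2 change of 1.08 from 13.5 to 26 h (SE 0.15, adjusted p = 2.32e-05, 2 arrays per time) and stood at −0.10 in control cultures from 6 to 26 h (0.56). Chaperone gene *dnaK* (ZMO0660) rose by 1.04 over the ethanol series (SE 0.16, 2.97e-05) and stood at −0.08 in control cultures (0.657). Only 129 of the 215 genes have a locus tag, and class counts cover those in the paper's protein table. Whether any class is over-represented was not tested.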

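The chaperone gene *dnaK*, the protease subunit *hslV* (ZMO0246), ATP synthase subunit ZMO0671, aminotransferase ZMO0913, *tyrS* and *dld* were in both the phase comparisons and the ethanol-only time series at 2-fold or more. With them, 73 genes were shared, 50 with a locus tag. Of these, 50 were higher in every phase in which they changed 2-fold, 20 lower, and 3 went both ways. Smaller changes were not counted for direction. Late stationary phase held 58 of the 73, early stationary 19 and exponential phase 9. *hslV* rose by a log2 change of 1.41 from 6 to 26 h in ethanol cultures (SE 0.19, adjusted p = 1.07e-05, 2 arrays per time) and was 1.21 above control at 26 h (9.26e-05); ZMO0913, for branched-chain amino acids, rose by 1.05 (1.32e-05) and stood 1.43 above control (1.43e-06). Both lists use the same ethanol arrays. Independent lists would share 64.1 genes, close to the 73 found. In 20 simulated sets without change 0 genes entered the ethanol-only list, so those sets cannot show how much overlap to expect.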

Thirty-four genes were identified to be ethanol-induced in both the comparison of ethanol-treated to control and time series ethanol responsive genes (Table S11 in file S2). In addition, *Z. mobilis* responded to ethanol stress primarily by repressing the gene expression at an early stage such as the exponential phase treatment and control comparison and the time-series study of the treated-cells from 6 h to 10 h (Fig. S5 in file S5; Table S9, Table S10 in file S2). For example, 32 genes were down-regulated comparing the treated to the control cells during the exponential phase, which was twice as many as the up-regulated ones (Fig. S5 in file S5, Table S9 in file S2). 

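Counted at 2-fold, 34 genes were higher and 36 lower in ethanol in exponential phase, and 22 higher and 34 lower with the deposited values. The lower genes include 10 of the 11 measured genes of the prophage-like region around ZMO0387, and *flgK* (ZMO0605), a protein of the flagellar hook. The higher genes include *gorA*, *clpB* and *cysK*. Tested against a change of 1.5-fold with limma treat, 18 genes were higher and 21 lower. When 1 of the vessels is left out in turn, 60 to 80 genes are called.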

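In ethanol cultures from 6 to 10 h all 11 measured genes of the prophage-like region fell 2-fold (11 adjusted over the list alone; camera adjusted p = 7.34e-13; adjusted p = 0.395 with an estimated correlation), which is 11 of the 24 genes that fell. The study chose this region on these samples, so the count is not independent evidence. The largest falls were those of NT01ZM0962 (−2.39) and NT01ZM0961 (−2.14), which carry no locus tag. Hypothetical gene ZMO0384 changed by −2.12 (log2, SE 0.31, adjusted p = 0.00287, 2 arrays per time), terminase gene ZMO0379, which packs phage DNA, by −1.82, head protein gene ZMO0387 by −1.81 and ZMO0374, *sacB*, by −1.97 (SE 0.32, 0.00482). The genes that rose were ZMO0055 (1.12, SE 0.13, 0.000749), hypothetical gene ZMO1490 (1.06, SE 0.13, 0.000758), and NT01ZM0458 (1.39) and NT01ZM2097 (1.20), which carry no locus tag. In total 28 genes changed 2-fold, 4 higher and 24 lower, and 466 had an unadjusted p below 0.05. Without ethanol replicate 3, 2 genes are called and without ethanol replicate 2, 14, and in neither case does ZMO0374 or ZMO1490 keep its call. Without ethanol replicate 3 the calls of ZMO0384 (−1.58, adjusted p = 0.0693), ZMO0379 (−1.02, 0.103) and ZMO0387 (−1.05, 0.0976) are lost, and the unmoderated ANOVA calls 0 lower genes, with ZMO0384 at an adjusted p of 0.0674. The 10 h arrays were extracted on the separate day, so time and extraction day coincide here.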

Time series studies of the ethanol-treated cells’ response from 6 h to 10 h also identified 19 genes down-regulated compared to 2 up-regulated ones only (Fig. S5 in file S5, Table S10 in file S2).

At least 17 genes are likely to be involved in *Z. mobilis* ZM4 hopanoid biosynthesis, including an orphan gene (ZMO1599), four putative operons (ZMO0867-0871; ZMO0874-5; ZMO1547-8; ZMO0972-4) and three additional genes of ZMO0873, ZMO0876, and ZMO0975 adjacent to these operons. In this study, the regulation of hopanoid biosynthetic gene expression was related to the growth phase rather than ethanol treatment. Among the twelve hopanoid biosynthesis proteins identified by proteomic study, none were significantly different between the treatment and control conditions (Table S6 in file S2). Hopanoid amount differences were not observed between treatment and control conditions at the metabolite level either. The transcriptomic study also indicated that ethanol treatment did not significantly change the expression levels of the hopanoid biosynthesis associated genes.

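Hopanoid genes, whose products are sterol-like membrane lipids, changed little in exponential phase and moved with growth stage in control cultures. Of 11 measured genes, 10 changed from 6 to 26 h in control cultures (8 lower, 2 higher), 5 of them 2-fold, and 9 changed in ethanol cultures (6 lower, 3 higher). *hpnA* (ZMO0867) changed by −2.22 in control (log2, SE 0.14, adjusted p = 1.77e-09, 2 arrays per time) and −2.09 in ethanol cultures (1.12e-08), while ZMO0876 rose by 1.76 in control cultures (SE 0.12, 4e-09). Between arms, *shc* (ZMO1548), squalene-hopene cyclase, passed in exponential phase (0.43, SE 0.14, 0.0398; camera adjusted p of the list 0.734). In early stationary phase 7 rose and 2 fell, *hpnA* by 1.54 (SE 0.14, 2.59e-07) and ZMO0876 by −1.08 (SE 0.12, 2.02e-06) being 2-fold, and in late stationary phase 4 rose and 1 fell, none 2-fold. At 6 h against 6 h limma called 0 of the 11, with changes from −0.28 to 0.35. The call for *shc* is lost under quantile normalization (0.31), median scaling, median polish and the deposited values, and without control replicate 1 (0.24), ethanol replicate 2 (0.29) or ethanol replicate 3 (0.58, adjusted p = 0.0592); in early stationary phase median scaling puts ZMO0876 at −2.21 and ends the calls of *shc* (0.19, adjusted p = 0.275), ZMO0874 (0.16, 0.434) and ZMO0973 (0.13, 0.441). There *shc* also loses its call without control replicate 1 (0.34), ethanol replicate 2 (0.38) or ethanol replicate 3 (0.44), ZMO0973 without control replicate 1 (0.45) and ZMO0874 without ethanol replicate 3 (0.53). Of the 16 genes that the paper lists, 5 could not be matched. From these data and its proteins and hopanoid amounts, the paper concludes that these genes follow growth phase rather than ethanol.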

### The Correlation between Proteomic and Transcriptomic Data

Nine hundred and twenty five proteins identified by proteomic study also yielded corresponding gene-expression data, which formed 925 gene-protein pairs (Table S6, Table S7 in file S2). 

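Among the 924 genes with a protein ratio in the paper's table, 163 changed in exponential phase. Serine gene ZMO1684, phosphoserine transaminase, rose by a log2 change of 0.78 (SE 0.14, adjusted p = 0.00179, 2 arrays per group), *grpE* (ZMO0016), a chaperone cofactor, by 0.66 (SE 0.11, 0.000773), and glutaredoxin-related gene *grxD* (ZMO1873) by 0.59 (SE 0.12, 0.00258), and their proteins are among the 57 the paper lists as higher. Sugar isomerase gene ZMO1294 fell by 0.78 on the log2 scale (SE 0.15, 0.00203) and peptidase gene ZMO1593 by 0.52 (SE 0.11, 0.00411), with lower protein. Without control replicate 1 the count is 76 and without control replicate 4 it is 103; with a spread from the compared groups alone it is 98, and with every probe value as an observation 459.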

At the same exponential phase as used in the proteomic study, 500 genes were found to be significantly expressed based on JMP Genomics analysis out of the total 925 genes from all the conditions (Table S6 in file S2). The number of significantly expressed genes was more than that of the 95 significantly expressed proteins by the G-test analysis (Table 2, Fig. S5 in file S5, Table S6 in file S2), which is likely due to technical differences between the proteomic and transcriptomic techniques and analyses. 

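For 18 of the 57 proteins that the paper lists as higher, among them ZMO1373, ZMO0101, ZMO1334 and GrpE, the RNA was higher too, and for the others it did not pass the test. For 4 of the 37 listed as lower, among them FlgK and ZMO0399, it was lower, and for 2 it was higher. Over all 924 pairs, protein and RNA ratios had an R-squared of 0.105 (r = 0.323, rho = 0.261) and over the 94 pairs with a changed protein 0.307 (r = 0.554, rho = 0.533; 69 pairs of the same sign). With RNA changed as well, 24 pairs remained with an R-squared of 0.616 (rho = 0.543). These are correlations across genes, which are not independent replicates. Of 14 such relations, each of these had a permutation p of 1e-04, the smallest the permutations can give, and an adjusted p of 0.00014. The bootstrap SD of R-squared was 0.024 over all pairs, 0.073 over the changed proteins and 0.125 over the pairs changed on both levels. The protein ratios are the paper's, from the same 10 h ethanol and 6 h control comparison.

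**Figure D2:**
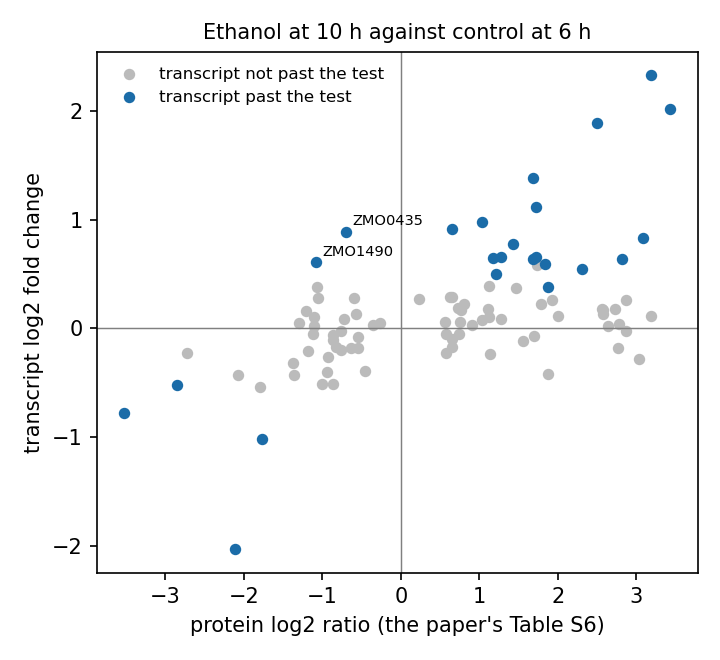
Protein against RNA in exponential phase. The x axis is the paper's log2 protein ratio and the y axis the log2 RNA change computed here, both ethanol at 10 h over control at 6 h. Each point is 1 of the 94 genes with a significant protein (2 arrays per group). Blue points are the 24 whose RNA also passed the test, and grey points are the others. ZMO0435 and ZMO1490, whose signs differ, are labelled. Of the 24, 22 lie in the quadrants of equal sign.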

Only one protein out of the 95 significantly expressed proteins had no corresponding gene expression data, and there is a correlation coefficient R-squared value (R^2^) of 0.33 between these 94 gene-protein pairs (Table 2, Fig. S5 in file S5, Table S6 in file S2). We can also see a better correlation between proteomic and transcriptomic data for the significantly differentially expressed gene-protein pairs with increasing gene expression differences (Table 2, Fig. S5 in file S5). For example, when we selected the significantly expressed proteins with at least 1.5 or 2-fold change and then compared their correlations to their corresponding genes with significant gene expression, the R^2^ values are 0.49 (49 protein-gene pairs) or 0.50 (40 protein-gene pairs) respectively (Table 2, Fig. S5 in file S5).

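TIR protein gene ZMO1373, oxidoreductase gene ZMO0101, dehydrogenase gene ZMO1576 and *clpB* were at least 2-fold higher on both levels, and hypothetical gene ZMO0399 and *flgK* at least 2-fold lower. With proteins of at least 1.5-fold and their changed genes 24 pairs gave the same R-squared of 0.616, since each of these proteins already passed 1.5-fold. With proteins of at least 2-fold it was 0.668 over 22 pairs, of which 21 had 1 sign (rho = 0.631). Starting from genes, 163 changed genes gave 0.314 with their proteins (rho = 0.469) and 99 genes of at least 1.5-fold 0.378 (rho = 0.464). The 27 genes of at least 2-fold gave 0.51 (rho = 0.722, permutation p = 2e-04, adjusted p = 0.00023 over the 14 relations). The largest rises of RNA among the latter were those of ZMO0101, ZMO1373 and ZMO1576, and the largest falls those of ZMO0383, ZMO0387 and *sacB*. From the 163 to the 99 genes rho did not rise, and choosing pairs by the size of their change can raise R-squared by itself. From the rise with fold change the paper concludes that the levels correlate better where expression differs more.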

**Table 2:** Correlations between log_2_ based expression ratios from transcriptomic and proteomic studies at exponential phase (ethanol-treated cell at 10 h versus control cells at 6 h).

a 1	SP→A	SP1.5→A	SP2.0→A	SP→SA	SP1.5→SA	SP2.0→SA
**Number**	94	84	61	54	49	40
**Correlation**	0.33	0.33	0.33	0.49	0.49	0.50
a **2**	**SA→P**	**SA1.5→P**	**SA2.0→P**	**SA→SP**	**SA1.5→SP**	**SA2.0→SP**
**Number**	500	84	24	54	18	8
**Correlation**	0.17	0.41	0.56	0.49	0.75	0.90
a **3**	**P←→A**			**SP←→SA**	**SP1.5←→SA1.5**	**SA2.0←→SP2.0**
**Number**	925			54	23	8
**Correlation**	0.10			0.49	0.74	0.90

a **:** The direction of comparison; **1**: from significant protein list to identify their corresponding genes for correlation; **2**: from significant gene list to identify their corresponding proteins for correlation; **3**: both the proteins and their corresponding genes used for correlation calculation have same statistical significant differential expression level, and the results of comparisons are same from either directions. **P**: proteomics, **A**: transcriptomics; **S**: statistically significant, **1.5**: at least 1.5-fold difference; **2.0**: at least 2-fold difference. The numbers for proteomic and transcriptomic studies before comparison are: **P**: 942; **SP**: 95 (94 proteins with corresponding gene expression were used for **SP**); **SP1.5**: 84; **SP2.0**: 61; **A**: 1694; **SA**: 912; **SA1.5**: 174; **SA2.0**: 48. **Number**: the number of gene-protein pairs after comparison; **Correlation**: the R-squared number between the log2 based expression ratio (ethanol-treated cell versus control cells) of proteins identified from proteomics and log2 based expression ratio (ethanol-treated cell versus control cells) of genes identified from microarray. **→:** the direction for comparison; For example, **P→A** is to identify the corresponding genes in microarray data from the protein list of proteomic data. **SP1.5→A** is to identify the corresponding genes in microarray data from the protein list of proteomic data with at least 1.5-fold changes.

We identified nine examples where gene expression and protein levels changed in opposite directions, likely pointing to differences in regulation between transcripts and proteins (Table S12 in file S2). For instance, glucose-6-phosphate dehydrogenase gene (ZMO0367), 30S ribosomal protein S5 gene (ZMO0533), and 30S ribosomal protein S6 gene (ZMO1225) had higher expression levels with ethanol treatment (ca 2-fold change), however, the protein level decreased in ethanol treated cells (ca 1.5-fold to 2-fold change). 

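Surface antigen gene ZMO0435 and hypothetical gene ZMO1490 had more RNA and less protein in ethanol. ZMO0435 rose by a log2 change of 0.89 (SE 0.19, adjusted p = 0.00354, 2 arrays per group) with the paper's protein ratio at −0.70, and ZMO1490 by 0.61 (0.00449) with a protein ratio of −1.08. They are the 2 among 24 pairs significant on both levels whose signs differ, and no pair had less RNA with more protein. Without control replicate 1 or ethanol replicate 2, 1 pair is opposite, without control replicate 4 there are 4, and with every probe value as an observation 7. From its opposite pairs the paper proposes that RNA and protein are regulated differently. The array ratios it lists beside the proteins match the mean of the same-time comparisons at 4 times (r = 0.9999), not the exponential-phase change (r = 0.156). For the genes it names as opposite, those ratios therefore do not share the time points of the protein ratios.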

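Glucose-6-phosphate dehydrogenase *zwf* (ZMO0367), which feeds glucose into the Entner-Doudoroff pathway, and ribosomal protein genes *rpsE* (ZMO0533) and *rpsF* (ZMO1225) did not pass the test in exponential phase. Their log2 changes were 0.28 (SE 0.18, adjusted p = 0.299), 0.38 (SE 0.16, 0.117) and −0.40 (SE 0.16, 0.0982), with 2 arrays per group. The paper's protein ratios for them are −0.60, −1.07 and −0.94. In late stationary phase all 3 rose, by 1.74 (SE 0.18), 1.62 (SE 0.16) and 1.92 (SE 0.16). Averaged over the same-time comparisons at 6, 10, 13.5 and 26 h they were higher by 0.98, 0.73 and 0.95 (adjusted p = 1.11e-07, 1.01e-06 and 5.1e-08). Without control replicate 4, *zwf* and *rpsE* pass in exponential phase at 0.64 and 0.67 (adjusted p = 0.0359 and 0.0276), and *rpsE* also under median scaling at 0.59 (0.0407). With every probe value as an observation *rpsE* passes as higher (0.00275) and *rpsF* as lower (2.87e-08).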

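Protease subunit *clpA* (ZMO0405), which unfolds proteins for degradation, alcohol dehydrogenase *adhP* (ZMO1236), dehydrogenase *budC* (ZMO0318) and DnaJ domain gene ZMO1690 had more RNA in ethanol in exponential phase. The log2 changes were 0.83 (SE 0.13, adjusted p = 0.000304), 0.91 (SE 0.16, 0.00112), 0.66 (SE 0.15, 0.00539) and 0.50 (SE 0.12, 0.00755), with 2 arrays per group. The paper's protein ratios are 3.08, 0.65, 1.72 and 1.21, so both levels moved the same way. In early stationary phase the RNA of all 4 was lower, at −1.23 (SE 0.13), −2.64 (SE 0.16), −2.10 (SE 0.15) and −0.87 (SE 0.12), and so it was on average over the same-time comparisons at 4 times (−0.78, −1.43, −1.31 and −0.58). The call for ZMO0318 in exponential phase is lost without control replicate 4 (0.58, adjusted p = 0.0501), ethanol replicate 2 (0.60, 0.0692) or ethanol replicate 3 (0.71, 0.0508). For ZMO1690 it is lost without control replicate 1 (0.41, 0.21) or ethanol replicate 2 (0.46, 0.051) and under quantile normalization (0.36, 0.0572), and in early stationary phase ZMO0318 stands at −3.42 under median scaling and ZMO1690 at −1.45 with the deposited gene intensities and −0.56 with median polish.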

Other example includes six genes such as heat shock protein DnaJ domain-containing gene (ZMO1690), protease ClpA gene (ZMO0405), short-chain dehydrogenase/reductase SDR gene (ZMO0318), alcohol dehydrogenase (ZMO1236) etc., which had a reduced gene expression (ca 1.6-fold to more than 2-fold change) but an increased protein expression (ca 1.6- to more than 8-fold change) levels with the ethanol treatment (Table S12 in file S2).

### ZM4 Operon Predictions and Adjustments

The *Z. mobilis* ZM4 genome annotation has been updated recently [14] and in this study we examined and improved ZM4 operon models. Operons were predicted by our published method [55], [56], [57], which was ranked as the best available operon prediction program by an independent study [62].

We predicted that 1,808 *Z. mobilis* ZM4 genes are organized into 1,048 transcriptional units, 370 of which are multi-gene operons, which is available at DOOR database [57] This predicted operon map is then refined based on the analysis results of available ethanol and salt stress microarray data with 13.8% of the initial predictions rejected since they are not consistent with the microarray gene expression data, and this level of accuracy is comparable to a previous observation [56]. The new operon predictions consist of 366 multi-gene transcripts and 651 single-gene transcripts (Table S13 in file S2). Compared to the original prediction result of 1,048 transcription units, the addition of microarray data reduced the number of transcription units to 1,017.

## Discussion

*Z. mobilis* synthesizes large amounts of hopanoids (up to 30 mg/g, dry weight), which are members of the triterpenic isoprenoids (C_30_) [63], [64]. Hopanoids have been detected in approximately 30% of bacteria tested and are thought to function as prokaryotic sterol analogues involved in membrane integrity, although there is a wealth of different triterpenic (>20,000) structures and their functions are not fully understood [64]. Differences between ethanol-treated cells and control cells were largely due to growth differences (Table S7 in file S2). The sterol-like hopanoids did not appear to be a major response or difference under the stress conditions used in this study. The lack of hopanoid response to ethanol stress is not unusual [33]; however, hopanoids might still be part of a constitutive component of this organism’s ethanol tolerance. The naturally high levels of hopanoids that *Z. mobilis* produce could potentially be exploited to generate isoprenoids of interest for building block chemical synthesis or upgrading to biofuels. The data from global studies such as these will be useful as future synthetic biology and metabolic engineering studies are contemplated.

Addition of ethanol negatively affected growth, carbon utilization and energy maintenance of *Z. mobilis*, and lead to increased fermentation time and reduced ethanol productivity (Fig. 1), which is consistent with a recent transcriptomic study for *Z. mobilis* under 5% ethanol stress published during the reviewing process of our manuscript [25]. In addition, both studies indicated that ethanol has effects on multiple aspects of cellular metabolism [25]. 

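Chaperone and protease genes rose as a list in exponential phase, and flagellar genes fell. Of 18 genes for chaperones and ATP-dependent proteases 9 rose and none fell (11 and 0 adjusted over the list alone; camera adjusted p = 0.000278; adjusted p = 0.327 with an estimated correlation), among them *hrcA* (ZMO0015), the heat shock repressor, at a log2 change of 0.96 (SE 0.17, adjusted p = 0.00142, 2 arrays per group). Of 17 flagellar genes 5 fell and 1 rose (7 and 2 adjusted over the list alone; camera adjusted p = 0.00545; adjusted p = 0.318 with an estimated correlation), with *flgK* (ZMO0605) at −1.02 (SE 0.16, 0.000415) and the rod protein gene *flgC* (ZMO0613) at −0.77 (SE 0.13, 0.000799). Ribosomal protein genes had 2 lower of 47, *rpsA* and *rpsK* (−0.48, SE 0.16, 0.0469), and 0 adjusted over the list alone (camera adjusted p = 0.103), and none of 14 translation factor genes passed. The wider group of translation genes had 10 lower and 2 higher of 120 (4 and 0 adjusted over the list alone; camera adjusted p = 0.0386; adjusted p = 0.994 with an estimated correlation). Energy genes had 10 higher and 1 lower of 47 (10 and 2 adjusted over the list alone; 0.172), and none of 7 ATP synthase genes passed.
By late stationary phase energy genes had 28 higher and 4 lower of 47 (31 and 6 adjusted over the list alone; camera adjusted p = 0.00014; adjusted p = 0.602 with an estimated correlation), and chaperones 11 higher and 2 lower of 18 (12 and 2 adjusted over the list alone; camera adjusted p = 0.0142; adjusted p = 0.777 with an estimated correlation). The ribosomal list in exponential phase turns to higher under median scaling (0.889) and passes as lower with the deposited values (0.0197), the deposited gene intensities (0.0286) and without control replicate 1 (0.0195). The translation group loses its call under median scaling (0.338), with a spread from the compared groups alone (0.0662) and without control replicate 4 (0.588) or ethanol replicate 3 (0.43), where energy genes gain one (0.0193); *hrcA* loses its call without control replicate 1 (0.66, 0.0523). The paper states that translation, ribosome and flagellar functions fell and that energy metabolism and chaperones rose in ethanol.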

*Z. mobilis* genes or proteins related to translation, ribosomal biogenesis, and flagellar biosynthesis were down-regulated and those related to energy metabolism and stress response such as chaperones were up-regulated for ethanol treated cells. The majority of the early growth phase down-regulated genes that encode hypothetical proteins formed putative operons or clustered together, while the up-regulated genes were scattered around the genome (Fig. 3). 

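Among loci with a tag that changed 2-fold in exponential phase, the lower ones lay side by side and the higher ones did not. Array genes without a tag were left out of this count. Some of them that rose 2-fold do have neighbours: NT01ZM1981 (1.91) and NT01ZM1982 (1.46) carry successive array identifiers, as do NT01ZM1637 (1.53) and ZMO1576 (NT01ZM1638, 1.89). Of 27 loci with a tag that fell 2-fold, 25 had another such locus within 2 positions (1.54 on average in random draws and at most 10, permutation p = 1e-04, the smallest the draws can give), and of 17 loci that rose none had (0.61 on average, p = 1). The prophage-like region around ZMO0387 accounts for much of the former: all 11 measured genes fell (11 adjusted over the list alone), with ZMO0384 at −3.02 (log2, SE 0.31, adjusted p = 1.5e-05, 2 arrays per group), ZMO0383 at −2.82 (SE 0.32, 3.86e-05) and ZMO0387, a phage head protein, at −2.70 (SE 0.31, 3.96e-05). Camera gave this list an adjusted p of 1.7e-13, and adjusted p = 0.29 with an estimated correlation. The list follows genes the study picked on these samples and is not independent evidence. Of the 27 lower loci 17 are annotated as hypothetical proteins, and of the 17 higher loci 1 is.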

The *Clostridium thermocellum* ethanol shock response suggests that nitrogen metabolism plays an important role in wild-type ethanol resistance by enabling ethanol-stressed cells to bypass the carbon metabolism inhibition [65]. A *C. thermocellum* strain with a mutated bifunctional acetaldehyde-CoA/alcohol dehydrogenase gene (*adhE*) had altered cofactor specificity, which likely affects electron flow in the mutant and taken together this indicates different microorganisms respond to such stress using different strategies.

In this study, we updated operon predictions for *Z. mobilis* and this may aid future metabolic engineering endeavors (Table S13 in file S2), just as a prior study joined two genes into the *nhaA* gene for increased tolerance to sodium acetate when over-expressed [22]. The hypothetical characteristics of most down-regulated genes may lay a direction to fully understand the bacterial genome for stress response mechanisms; the differential expression of the hypothetical proteins also provides a way to annotate these genes for future studies, and the clustering expression of the down-regulated genes provides information on operon prediction optimization and bacterial evolution studies. As an example, four genes (ZMO0929, ZMO0930, ZMO0931, and ZMO0932) belonging to an operon predicted by DOOR were down-regulated at least 2-fold at the exponential phase comparison between ethanol-treatment and control condition, but induced in the stationary phase in time series study. Another gene (ZMO0934) originally assigned to the same operon was also down-regulated too with a similar expression pattern, however, the expression value and pattern are different from above four genes and we updated this as a single gene transcription unit.

Although the above four genes were annotated as hypothetical proteins, NCBI Blast search results indicated that actually this region of the chromosome contains two genes, which are *zliE* and *zliS* activating the expression and secretion of levansucrase as reported by Kondo et al. [66]. *Z. mobilis* possesses three sucrases, an intracellular sucrase SacA as well as two extracellular levansucrases of SacB and SacC, which contribute to sucrose hydrolysis. 

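Levansucrase gene *sacB* (ZMO0374), which builds levan from sucrose, was lower in exponential phase and higher late in ethanol cultures. In exponential phase it changed by −2.37 (log2, SE 0.32, adjusted p = 0.000146, 2 arrays per group). From 10 to 13.5 h in ethanol it rose by 2.62 (SE 0.32, 0.000116) and from 13.5 to 26 h by 1.27 (SE 0.32, 0.00337), and at 26 h it was 1.39 above control (SE 0.32, 0.002). Mean log2 levels in ethanol were 11.7, 9.71, 12.3 and 13.6 at 6, 10, 13.5 and 26 h, against 12.1, 12.8, 12.0 and 12.2 in control cultures. The low level at 10 h is that of the arrays extracted on the separate day, so the exponential-phase fall and the rise from 10 to 13.5 h cannot be told apart from extraction day; the rise from 6 to 26 h in ethanol (1.92, adjusted p = 7.72e-05) does not involve those arrays. The neighbouring ZMO0375 was lower than in control cultures at each time (8.68, 8.22, 8.90 and 9.32 in ethanol against 10.3, 10.4, 10.3 and 10.5), and its changes in ethanol from 10 to 13.5 h (0.68, adjusted p = 0.0764) and from 13.5 to 26 h (0.42, 0.213) did not pass; the difference between the pair of genes was not tested. Both measured genes of this list fell in exponential phase (2 adjusted over the list alone; camera adjusted p = 0.0043; adjusted p = 0.29 with an estimated correlation), and as the study chose them on these samples they are not independent evidence. ZMO0929 to ZMO0932 could not be matched to array genes. From this course and earlier work the paper proposes that fine control of *sacB* helps the cells tolerate ethanol.

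**Figure D3:**
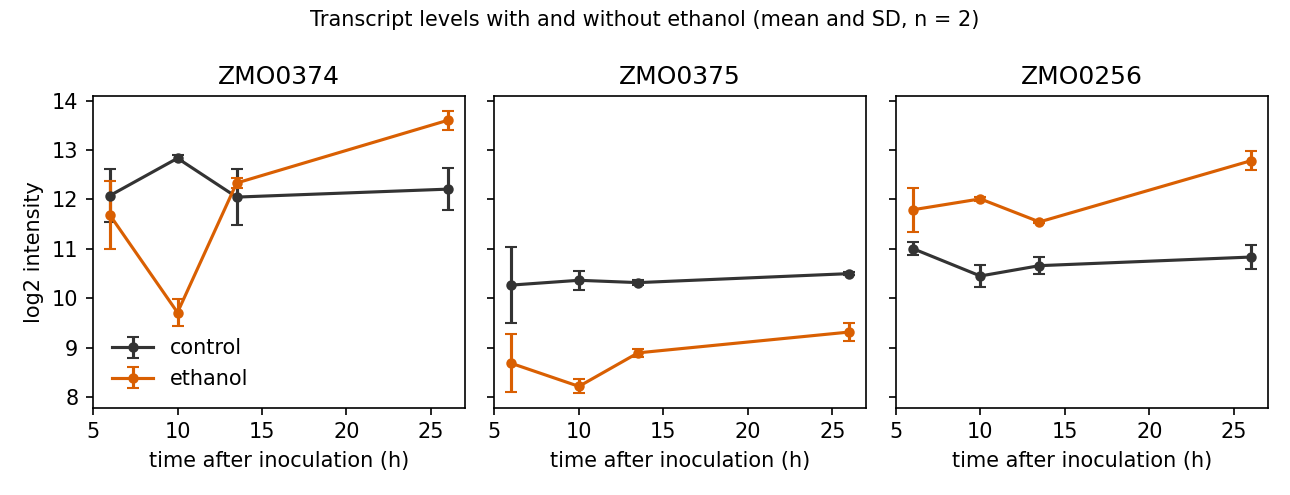
Log2 levels of named genes over time. The panels show *sacB* (ZMO0374), ZMO0375 and *dld* (ZMO0256). The x axis is time after inoculation (h) and the y axis the log2 intensity after normalization. Points are group means of 2 arrays (control dark, ethanol orange), bars give the SD and lines join the means. *sacB* in ethanol goes from 9.71 at 10 h to 13.6 at 26 h.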

In this study, the structural gene *sacB* (ZMO0374) encoding beta-fructofuranosidase, which is regulated by ZliE and ZliS, was down-regulated in the exponential phase and then induced at a later stage. A SacB homologue has been suggested to be involved in signal transduction for cell wall and membrane composition change, and SacB levansucrase mutants are known to grow on sucrose medium without levan production and produce higher levels of ethanol [67]. The fine-control of the expression of beta-fructofuranosidase SacB may help *Z. mobilis* tolerate the ethanol stress, although further investigation is still needed.

We have reported that a lactate dehydrogenase gene ZMO1237 was more abundant in the relatively more stressful aerobic condition [23]. In this study, there was more lactate produced in ethanol-treated cells when the cells were entering into stationary phase than that of control condition. Expression of a D-lactate dehydrogenase (ZMO0256) was up-regulated in the ethanol-treated cell and it was also induced within the stationary phase. 

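D-lactate dehydrogenase *dld* (ZMO0256) rose within the ethanol cultures from 13.5 to 26 h by a log2 change of 1.24 (SE 0.19, adjusted p = 6.79e-05, 2 arrays per time) and did not change in control cultures from 6 to 26 h (−0.17, 0.426). Its mean log2 level in ethanol cultures was 11.8, 12.0, 11.5 and 12.8 at 6, 10, 13.5 and 26 h, and in control cultures 11.0, 10.4, 10.7 and 10.8. At 6 h the difference between arms was 0.78 (SE 0.19, 0.00935).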

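The other lactate dehydrogenase gene, ZMO1237, was 0.79 higher in ethanol at 6 h (log2, SE 0.19, adjusted p = 0.01, 2 arrays per group). In exponential phase it stood at 0.16 (SE 0.19, 0.602), in early stationary phase it fell by 1.29 on the log2 scale (SE 0.19, 4.17e-05), and in late stationary phase it stood at −0.41 (0.0874; past the test without ethanol replicate 2, −0.56, and with the deposited gene intensities, −0.54). Over time it rose in either arm, by 1.04 in ethanol cultures from 6 to 26 h (SE 0.19, 0.00021) and by 2.24 in control cultures (5.86e-08). As a list, *dld* and ZMO1237 gave 1 higher of 2 in exponential phase (camera adjusted p = 0.237). Under median scaling the early stationary change of ZMO1237 is larger by more than 1.5 times. From the rise of these genes and of lactate, the paper proposes that the enzymes lead to lactate accumulation.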

Up-regulation of lactate dehydrogenase genes ZMO1237 and ZMO0256 may lead to the accumulation of lactate in *Z. mobilis*. The production of lactate may help *Z. mobilis* rebalance its reducing power through NADH biosynthesis. It will be useful in the future to compare different stressors or conduct studies where cells are shocked with different inhibitors and their responses immediately assayed and followed over time. An important aspect of this study is that we have confirmed the expression of a large number of *Z. mobilis* proteins for the first time. Likewise, we have added information on transcription levels using a whole genome microarray and this information could be useful for others choosing appropriate promoters to use for metabolic engineering and synthetic biology studies.

Glycerol is a by-product of biodiesel and a potentially abundant and inexpensive source of reducing equivalents [68]. An increase in glycerol flux has been suggested as being important way that *S. cerevisiae* balances intracellular NAD(+)/NADH pools under ethanol stress conditions [69] and redox is evidently important for *C. thermocellum* ethanol tolerance [70]. Exogenous glycerol has been shown to enhance ethanol production from a *Bacillus* species, which was suggested to occur by the presence of additional NADH generated from glycerol uptake and its utilization through glycolysis [71]. In *Z mobilis* growth studies the addition of glycerol to the medium appeared to have a marginal effect on ethanol stress (Fig. S2 in file S5). Further study is required into *Z. mobilis* intracellular redox balance, to define better any role for glycerol and other metabolites in overcoming ethanol stress and to improve the strains performance under industrial conditions. The elimination of undesirable end-products such as lactate or acetate by metabolic engineering of *Z. mobilis* is another avenue for future studies.

We have made a cursory examination of correlation between gene expression and protein levels. We observe better correlations between proteomic and transcriptomic data for the significantly differentially expressed gene-protein pairs with increasing gene expression differences (Table 1, 2, Fig. S5 in file S5). We examined the correlations between the gene or protein expression ratios and abundance, as well as the factors affecting the correlations in this work, rather than investigating the relationship between the gene or protein abundance with the genetic structural characteristics such as codon bias, CDS and RNA secondary structures as reported previously [72], [73]. The present datasets are a rich source for further studies that may address various factors such as RNA secondary structures in transcript and protein comparisons.

Finally, our study has provided insights into the molecular responses of the model ethanologenic bacterium *Z. mobilis* to ethanol stress through an integrated transcriptomic, proteomic, and metabolomic approach, in conjunction with bioinformatics analysis, for the first time. This study provides data on the dynamic levels of *Z. mobilis* molecular responses at a global level, whose better understanding will be requisite to build better models of cellular physiology, its regulation and for manipulation purposes.

## Supporting Information

File S1 **Table S1:** **qPCR primers used in this study.** The information about the primers used for qPCR to verify the microarray results.
(DOCX)

File S2 **Table S2:** **Peptide sequences identified from tandem mass spectrometry measurements.** Proteomics data. **Table S3: List of 30 proteins identified by proteomics that contain non-unique peptides.** Proteomics data. **Table S6: 942 proteins identified from proteomic study for exponential phase** ***Z. mobilis*** **cells.** *Z. mobilis* proteins identified and differences between treatment and control. **Table S7: 1694 genes significantly differentially expressed from treatment versus control and time course studies of control and treatment.** DNA microarray data. **Table S8:** **483 significantly differentially expressed genes comparing ethanol-treated cell versus control cells at different time.** Subset of DNA microarray data. **Table S9:** **571 significantly differentially expressed genes for ZM4 ethanol-treated cells time-series study.** Subset of DNA microarray data. **Table S10: 112 significantly differentially expressed genes for ZM4 ethanol-treated cells time-series study excluding the growth-phase related genes.** Subset of DNA microarray data. **Table S11: 34 common ethanol-responsive genes from both the treatment versus control and time-series studies.** Subset of DNA microarray data. **Table S12: The list of 28 proteins with both proteins and their corresponding genes having at least 1.5-fold statistically significant differences between treatment and control conditions.** Comparison of array and proteomics data. **Table S13: Operon prediction result after adjustment based on microarray results.** Operon IDs after adjustment based on transcriptomic data.
(XLSX)

File S3 **Table S4: The concentrations of extracellular metabolites in ethanol-treated and control cells of** ***Z. mobilis*** **at different time points post-inoculation.** Ethanol supplemented for ethanol treatment is 47 g/L (equal to 6% [v/v]). The concentration units of glucose, ethanol, lactate, acetate and succinate were g/L. Ethanol concentration is the net production amount. ND: non-detectable.
(DOCX)

File S4 **Table S5: Time-course metabolite intracellular concentrations of** ***Zymomonas mobilis*** **ZM4 cultured in control media and media supplemented with 6% ethanol (EtOH).** The average (top value) and standard error of the mean (bottom value) of 2 biological replicate cultures are shown for each treatment at each time point. Concentrations are shown as µg/g fresh weight. Ratios of the metabolite responses of ethanol-treated versus control (top value) and the P-values of Student’s *t*-tests (bottom value) are shown at the right.
(DOCX)

File S5 **Fig. S1:** **The effect of different ethanol concentrations on** ***Z. mobilis*** **growth.** ZM4 growth at 30°C under anaerobic in rich media (RM) broth with or without the supplementation of 16, 32, 47, 63, 79 or 118 g/L ethanol respectively. **Fig. S2: Growth curves for** ***Z. mobilis*** **cultures under ethanol stress and ammended with glycerol.** *Z. mobilis* growth at 30°C under anaerobic conditions. The mean A_600_± S.E. (bars) for 3 replicate growth experiments is shown, with each experiment having at least three independent replicates. **Fig. S3: Molecular weight (MW) and pI distribution of proteins identified through proteomics.** The observed MW and pI distributions for 942 proteins are similar to the theoretical distributions based on genome prediction. **Fig. S4: DNA microarray quality assessments.** Correlation coefficients for biological replicates (**A**), hierarchical clustering analysis based on the correlations (**B**) and Principal Components Analysis (**C**). Treatment arrays are shown in red and control arrays are colored blue. **Fig. S5: Flowchart of metabolite, protein, and gene numbers**. The among metabolome (light yellow boxes), proteome (pale blue boxes), transcriptome (pink box) of ethanol treatment versus control (rose boxes) or time course studies of ethanol-treated cells (purple boxes) and control cells(grey boxes), and different comparisons used in this study to investigate their connections. The boxes drawn with dashed lines indicate the comparison across different omics platforms of metabolomics, proteomics and transcriptomics. Samples were taken at 6, 10, 13.5 or 26 h post-inoculation. Three phase comparisons of ethanol treated versus control cells at exponential phase (**EP**), early stationary phase (**ESP**) and late stationary phase (**LSP**) for metabolomic and transcriptomic studies as well as an exponential phase proteomic comparison study were conducted. **SM**: significant metabolites; **SM1.5**: significant metabolites with at least 1.5-fold changes; **SM2.0**: significant metabolites with at least 2-fold changes; **P**: all the proteins identified from proteomics; **SP**: proteins with significant changes based on G-test result; **SP1.5**: significant proteins with at least 1.5-fold changes; **SP2.0**: significant proteins with at least 2-fold changes; **A**: all the genes identified from transcriptomics; **SA**: significant genes identified from transcriptomics; **SA1.5**: significant genes with at least 1.5-fold changes; **SA2.0**: significant genes with at least 2-fold changes. The numbers after above symbols are the total number identified, and the numbers underneath the symbols are ethanol up-regulated with red font followed by ethanol down-regulated with blue font. The arrows indicate connection between each omics comparison, the orientation of arrow indicates the comparison direction.
(DOCX)

# Supplementary material for: Systems Biology Analysis of Zymomonas mobilis ZM4 Ethanol Stress Responses
**Source:** PLoS One. 2013 Jul 16;8(7):e68886. doi: 10.1371/journal.pone.0068886
**Supplement:** File S1 — Table S1: qPCR primers used in this study. The information about the primers used for qPCR to verify the microarray results.

**Table S1.** qPCR Primers used to confirm the transcriptomic study.

| **Primer ID** | **Sequence (written 5' - 3')** |
| --- | --- |
| ZMO0256_qF | GCGGTGCGACTTGATACTTT |
| ZMO0256_qR | CGAAGCTCGGTTAATTCATCA |
| ZMO0367_qF | ACAGCCTGATGAAACCATCC |
| ZMO0367_qR | AACACATCCGTGAGGGAAAG |
| ZMO0369_qF | GCGTTTCTCTATTGCGGAAG |
| ZMO0369_qR | CGAAACGTTCCCAAGCTAAC |
| ZMO0374_qF | AAGAGGAAATTGGCCCTGTT |
| ZMO0374_qR | TTAAGGGCCTGTGCAATACC |
| ZMO0387_qF | GGTAAGGCGCGGCTTTATAC |
| ZMO0387_qR | TCACCATATTTGGCTGACCA |
| ZMO0998_qF | ATCGGCGTTCAATATCGTTC |
| ZMO0998_qR | TTACTATGGGCTTGCGCTTT |
| ZMO1060_qF | AGAAACTGGCTGGTCTGAGC |
| ZMO1060_qR | TTATGATTCCATGCCTGTGC |
| ZMO1236_qF | GTGCCAGATGGTCTTGATCC |
| ZMO1236_qR | GTCCCGGCTGTATCTGAGAA |
| ZMO1576_qF | TTTCCCCGCTTGAGAAACTA |
| ZMO1576_qR | GGCTGCAATCCCATAAAGAA |
| ZMO1622_qF | AGACCAACGCGGACGTATTA |
| ZMO1622_qR | TTCGGACTGTTATCGGGAAG |

# Supplementary material for: Systems Biology Analysis of Zymomonas mobilis ZM4 Ethanol Stress Responses
**Source:** PLoS One. 2013 Jul 16;8(7):e68886. doi: 10.1371/journal.pone.0068886
**Supplement:** File S3 — Table S4: The concentrations of extracellular metabolites in ethanol-treated and control cells of Z. mobilis at different time points post-inoculation. Ethanol supplemented for ethanol treatment is 47 g/L (equal to 6% [v/v]). The concentration units of glucose, ethanol, lactate, acetate and succinate were g/L. Ethanol concentration is the net production amount. ND: non-detectable.

**Table S4.** The concentrations of extracellular metabolites in ethanol-treated and control cells of *Z. mobilis* at different time points post-inoculation. Ethanol supplemented for ethanol treatment is 47 g/L (equal to 6% [v/v]). The concentration units of glucose, ethanol, lactate, acetate and succinate were g/L. Ethanol concentration is the net production amount. ND: not detected.

| *Z. mobilis* in control condition | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Time** | **Glucose** | **Ethanol** | **Lactate** | **Acetate** | **Succinate** |
| **0** | 17.68±0.46 | 0.20±0.01 | 0.023±0.003 | 0.034±0.001 | 0.06±0.002 |
| **2** | 16.32±0.19 | 0.40±0.02 | 0.024±0.002 | 0.037±0.001 | 0.06±0.004 |
| **4** | 15.54±0.46 | 0.96±0.04 | 0.026±0 | 0.039±0.001 | 0.07±0.001 |
| **6** | 11.86±0.10 | 2.44±0.14 | 0.027±0.001 | 0.044±0.001 | 0.09±0.001 |
| **8** | 4.26±1.53 | 4.78±1.12 | 0.026±0.007 | 0.044±0.011 | 0.12±0.008 |
| **10** | 0.05±0.06 | 8.27±0.14 | 0.037±0.001 | 0.073±0.005 | 0.14±0.03 |
| **12** | ND | 8.29±0.08 | 0.037±0.001 | 0.092±0.001 | 0.13±0.006 |
| **14.5** | ND | 8.28±0.06 | 0.038±0 | 0.095±0.007 | 0.13±0.002 |
| **22** | ND | 6.75±1.96 | 0.032±0.008 | 0.097±0.029 | 0.105±0.034 |
| **24** | ND | 7.58±0.58 | 0.034±0.004 | 0.114±0.006 | 0.11±0.018 |
| **26** | ND | 6.77±1.80 | 0.037±0.001 | 0.121±0.002 | 0.12±0.001 |
|  |  |  |  |  |  |
| *Z. mobilis* in 47 g/L ethanol treatment condition | | | | | |
| **Time** | **Glucose** | **Ethanol** | **Lactate** | **Acetate** | **Succinate** |
| **0** | 17.06±0.21 | 0.176±1.83 | 0.023±0 | 0.032±0.005 | 0.06±0.001 |
| **2** | 17.12±0.10 | 0.177±1.56 | 0.026±0 | 0.038±0.004 | 0.06±0.001 |
| **4** | 16.34±0.19 | -0.26±2.24 | 0.025±0 | 0.034±0.004 | 0.06±0.001 |
| **6** | 15.91±0.25 | 0.36±1.93 | 0.026±0 | 0.034±0.005 | 0.06±0.001 |
| **8** | 14.79±0.18 | 0.74±1.53 | 0.028±0.001 | 0.037±0.006 | 0.07±0.005 |
| **10** | 12.14±0.39 | 0.97±2.53 | 0.029±0.001 | 0.039±0.004 | 0.08±0.004 |
| **12** | 7.45±0.31 | 3.80±1.23 | 0.035±0.001 | 0.043±0.001 | 0.11±0.004 |
| **14.5** | 0.056±0.049 | 4.56±2.28 | 0.046±0.001 | 0.051±0.001 | 0.14±0.003 |
| **22** | ND | 5.47±1.37 | 0.045±0.001 | 0.057±0.004 | 0.13±0.004 |
| **24** | ND | 4.27±0.79 | 0.045±0.001 | 0.054±0.001 | 0.13±0.009 |
| **26** | ND | 6.10±1.10 | 0.045±0.001 | 0.054±0.004 | 0.13±0.009 |

# Supplementary material for: Systems Biology Analysis of Zymomonas mobilis ZM4 Ethanol Stress Responses
**Source:** PLoS One. 2013 Jul 16;8(7):e68886. doi: 10.1371/journal.pone.0068886
**Supplement:** File S4 — Table S5: Time-course metabolite intracellular concentrations of Zymomonas mobilis ZM4 cultured in control media and media supplemented with 6% ethanol (EtOH). The average (top value) and standard error of the mean (bottom value) of 2 biological replicate cultures are shown for each treatment at each time point. Concentrations are shown as µg/g fresh weight. Ratios of the metabolite responses of ethanol-treated versus control (top value) and the P-values of Student’s t-tests (bottom value) are shown at the right.

Supplemental Table 5. Time-course metabolite intracellular concentrations (µg/g fresh weight) of *Zymomonas mobilis* ’ZM4’ cultured in control media and media supplemented with 6% ethanol (EtOH). The average (top value) and standard error of the mean (bottom value) of 2 biological replicate cultures are shown for each treatment at each time point. The ratios of the metabolite responses of ethanol-treated versus control (top value) and the P-values of Student’s *t*-tests (bottom value) are shown at the right.

# Supplementary material for: Systems Biology Analysis of Zymomonas mobilis ZM4 Ethanol Stress Responses
**Source:** PLoS One. 2013 Jul 16;8(7):e68886. doi: 10.1371/journal.pone.0068886

**Figure S1.** The effect of different ethanol concentrations on *Z. mobilis* growth.

**Figure S2.** Growth curves for *Z. mobilis* cultures under ethanol stress and ammended with glycerol.

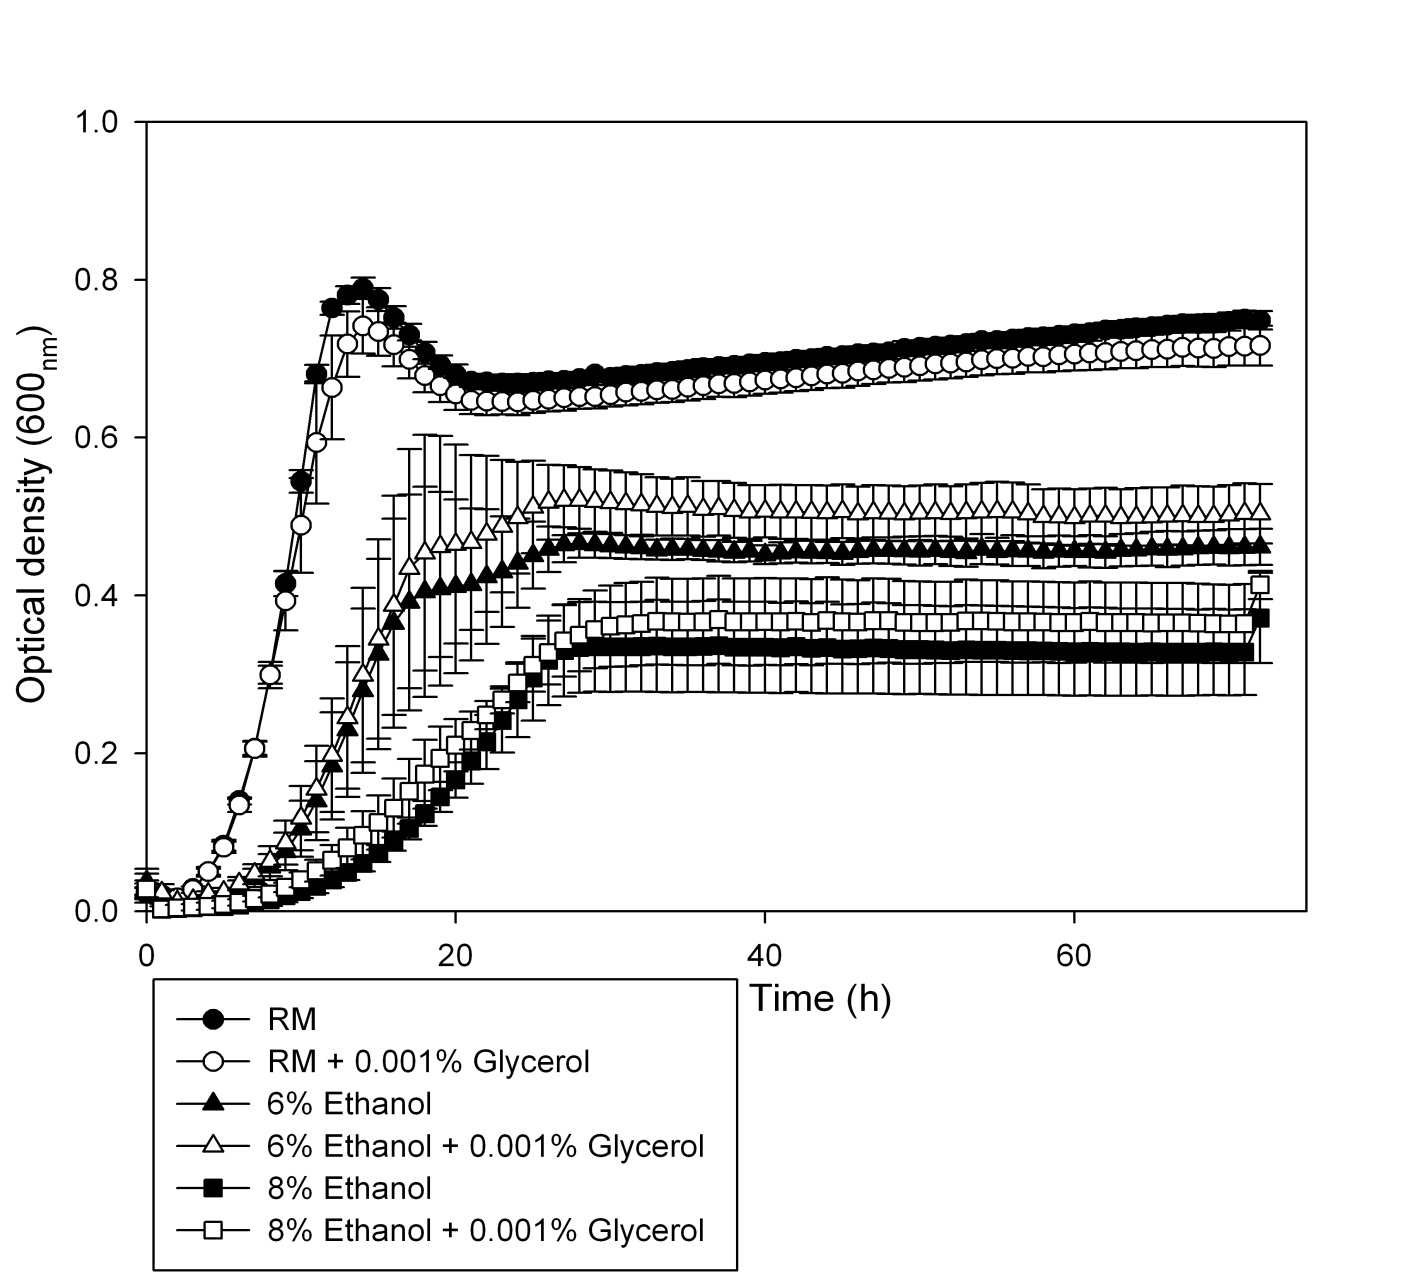

**Figure S3.** Molecular weight (MW) and pI distribution of proteins identified through proteomics. 942 proteins were identified (ca 55% of the total predicted proteins) with most of them are identified in both ethanol treatment and control conditions. The observed MW and pI distributions are similar to the theoretical distributions based on genome prediction.

**Figure S4.** DNA microarray quality assessments. Correlation coefficients for biological replicates (**A**), hierarchical clustering analysis based on the correlations (**B**) and Principal Components Analysis (PCA) (**C**) of microarray data generated in this study. Treatment arrays are shown in red and control arrays are colored blue.

**(A)**

**6h**

**6h**

**10h**

**13.5h**

**26h**

**10, 13.5h**

**26h**

**B**

**C**

**Figure S5.** The flowchart of metabolite, protein, and gene numbers among metabolome (light yellow boxes), proteome (pale blue boxes), transcriptome (pink box) of ethanol treatment versus control (rose boxes) or time course studies of ethanol-treated cells (purple boxes) and control cells(grey boxes), and different comparisons used in this study to investigate their connections. The boxes drawn with dashed lines indicate the comparison across different omics platforms of metabolomics, proteomics and transcriptomics. Samples were taken at 6, 10, 13.5 or 26 h post-inoculation. Three phase comparisons of ethanol treated versus control cells at exponential phase (**EP**), early stationary phase (**ESP**) and late stationary phase (**LSP**) for metabolomic and transcriptomic studies as well as an exponential phase proteomic comparison study were conducted. **SM**: significant metabolites; **SM1.5**: significant metabolites with at least 1.5-fold changes; **SM2.0**: significant metabolites with at least 2-fold changes; **P**: all the proteins identified from proteomics; **SP**: proteins with significant changes based on G-test result; **SP1.5**: significant proteins with at least 1.5-fold changes; **SP2.0**: significant proteins with at least 2-fold changes; **A**: all the genes identified from transcriptomics; **SA**: significant genes identified from transcriptomics; **SA1.5**: significant genes with at least 1.5-fold changes; **SA2.0**: significant genes with at least 2-fold changes. The numbers after above symbols are the total number identified, and the numbers underneath the symbols are ethanol up-regulated with red font followed by ethanol down-regulated with blue font. The arrows indicate connection between each omics comparison, the orientation of arrow indicates the comparison direction.

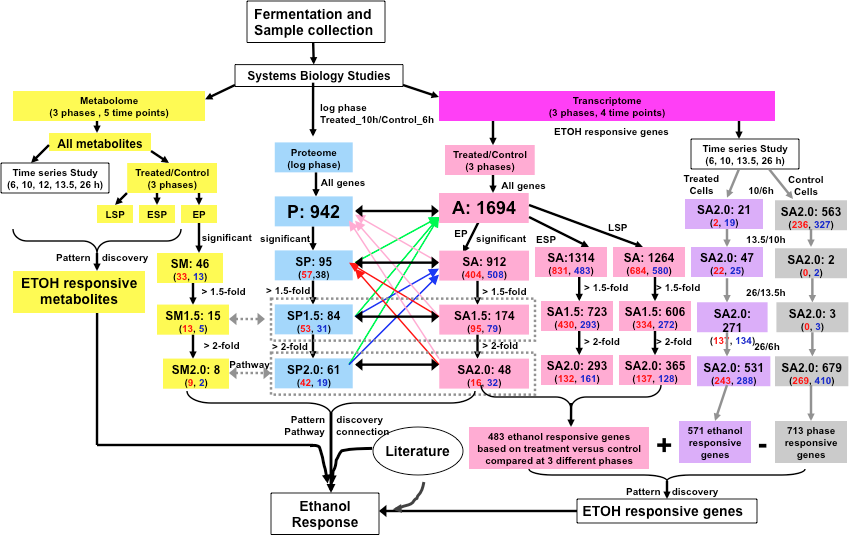

**Supplement:** File S5 — Fig. S1: The effect of different ethanol concentrations on Z. mobilis growth. ZM4 growth at 30°C under anaerobic in rich media (RM) broth with or without the supplementation of 16, 32, 47, 63, 79 or 118 g/L ethanol respectively. Fig. S2: Growth curves for Z. mobilis cultures under ethanol stress and ammended with glycerol. Z. mobilis growth at 30°C under anaerobic conditions. The mean A600± S.E. (bars) for 3 replicate growth experiments is shown, with each experiment having at least three independent replicates. Fig. S3: Molecular weight (MW) and pI distribution of proteins identified through proteomics. The observed MW and pI distributions for 942 proteins are similar to the theoretical distributions based on genome prediction. Fig. S4: DNA microarray quality assessments. Correlation coefficients for biological replicates (A), hierarchical clustering analysis based on the correlations (B) and Principal Components Analysis (C). Treatment arrays are shown in red and control arrays are colored blue. Fig. S5: Flowchart of metabolite, protein, and gene numbers. The among metabolome (light yellow boxes), proteome (pale blue boxes), transcriptome (pink box) of ethanol treatment versus control (rose boxes) or time course studies of ethanol-treated cells (purple boxes) and control cells(grey boxes), and different comparisons used in this study to investigate their connections. The boxes drawn with dashed lines indicate the comparison across different omics platforms of metabolomics, proteomics and transcriptomics. Samples were taken at 6, 10, 13.5 or 26 h post-inoculation. Three phase comparisons of ethanol treated versus control cells at exponential phase (EP), early stationary phase (ESP) and late stationary phase (LSP) for metabolomic and transcriptomic studies as well as an exponential phase proteomic comparison study were conducted. SM: significant metabolites; SM1.5: significant metabolites with at least 1.5-fold changes; SM2.0: significant metabolites with at least 2

How the deposited data were processed for this re-analysis (not part of the article)

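RNA of *Z. mobilis* ZM4 was measured on 16 single-colour NimbleGen arrays, from control cultures (vessels 1 and 4) and cultures with 47 g/L ethanol, 6% (v/v) (vessels 2 and 3), at 6, 10, 13.5 and 26 h. The authors had the arrays scanned and extracted the spot intensities, which are deposited on a linear scale up to 65535 with no background or between-array step, along with the mean intensity of each gene in each of 3 probe blocks. The authors also deposited 1 log2 value per gene and array, which they made in JMP Genomics by log2 transformation and LOWESS normalization. Every value column could be mapped to a sample (0 unmapped).

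The analysis began with the spot intensities of 19082 probes for 1950 genes (1 to 10 probes per gene, 10 for 1881 genes, 3 spots per probe). Background was corrected by the normexp method with an offset of 50, and the log2 values were normalized between arrays by cyclic loess (fast method, 3 iterations, span 0.7), with random probes given no weight. The spots of a probe and then the probes of a gene were averaged. Tools were R 4.3.3 with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. Signal over background per group is given with the array quality, and is lowest in control cultures from 10 h on.

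Groups are the 8 combinations of arm and time with 2 arrays each, and limma fitted 1 mean per group over all arrays with a moderated spread (8 residual degrees of freedom). Comparisons were exponential phase (ethanol at 10 h minus control at 6 h), early stationary phase (ethanol at 13.5 h minus control at 10 h), late stationary phase (ethanol minus control at 26 h), the same-time comparisons, the time series within each arm, the mean of the 4 same-time comparisons, and differences of the ethanol effect between phases. Benjamini-Hochberg adjusted p below 0.05 over all genes was the threshold, with the 1.5-fold and 2-fold limits on top where stated. Other splits of the arrays into 8 and 8 were drawn up to a total of 100, and permutation tests used 10000 permutations.

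Array genes carry identifiers of the array maker. These were joined to locus tags through the paper's supplementary tables, of which the copy of Table S7 holds 423 genes, and reached 1129 genes, 445 with a gene symbol. Genes without a tag (821) were tested and counted and mostly stay unnamed. Genes to be named were set by rule: every gene the paper names for its transcript, the 10 largest rises and falls per comparison among those past the test with no overlap of the groups' arrays, and the 2 largest rises and falls of each gene list. Values of the paper's tables had been seen when the rule was written. The 27 gene lists of pathways and complexes and 13 functional groups of the paper's protein table were tested with limma's camera, with the preset correlation of 0.01 between genes and again with an estimated one, and counts were also adjusted over the list alone.

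Vessels are numbered, so the samples of 1 vessel at successive times were checked as pairs with a replicate block, since the arms use different vessels and only comparisons over time can be paired. Deviations of a vessel's samples from their group means correlated at r = −0.583 to 0.698 in control and −0.532 to 0.366 in ethanol cultures, and the pairing comes from the vessel numbers. The alternatives covered quantile normalization, median scaling, no background correction, median polish over probes, the deposited log2 values, the deposited gene intensities, the 20% dimmest genes left out, a spread taken only from the compared groups, the ANOVA of the paper's methods without moderation and with every probe as an observation, the replicate block, each vessel left out, the arrays of 1 extraction day, limma treat beyond 1.5-fold, and camera with an estimated correlation. Exchanging the vessels of an arm at 13.5 h before the block was added after the data had been seen. Changes of known size were also tested on simulated data. Metabolite, RT-qPCR and protein measurements were not analysed here, apart from the protein ratios of the paper's table.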

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

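The regrouping of whole vessels, the simulated sets without an effect at 6 h and the shares called again in late stationary phase were tests chosen only after the results they bear on had been seen.

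The ethanol effect differed between growth phases for many genes, tested in limma as a difference between comparisons: 972 genes between early stationary and exponential phase and 818 between late stationary and exponential phase (516 without control replicate 1). Among named genes, given as later effect minus exponential effect on the log2 scale, levansucrase gene ZMO0374 had 3.76 for late stationary phase. Superoxide dismutase gene ZMO1060 had −3.24 for early and −2.54 for late stationary phase, alcohol dehydrogenase gene ZMO1236 −3.55 for early, dehydrogenase gene ZMO1576 −3.52 for early and −3.18 for late, *clpA* (ZMO0405) −2.06 for early, ZMO0318 −2.75 for early and −2.46 for late, and hypothetical gene ZMO1603 −2.17 for late. Each stands here because its effect in 1 phase differs from that in another.

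The arrays also carry 286 plasmid, other and intergenic features that the paper does not discuss, and signal appeared there: 49 changed in exponential phase (45 higher, 4 lower), 140 in early stationary phase (46 higher, 94 lower) and 121 in late stationary phase (47 higher, 74 lower). Under quantile normalization the counts are 28, 168 and 143.

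Early stationary phase had 404 genes changed 2-fold, 277 of them lower in ethanol. The tables argue against dim control arrays as the whole cause, since among the genes with the highest mean level (650 genes, the upper tercile) 30.8% were called 2-fold. Ethanol cultures at an earlier growth stage are a candidate explanation: 98.3% of the 404 genes moved against the change of the control cultures from 6 to 26 h, a comparison with no array in common (80.7% of all genes did). The choice of between-array normalization stays open, as the lowest share of the 404 called again with the same sign was 77.2% (deposited values). Growth stage thus remains a hypothesis.

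Exponential phase had 70 genes changed 2-fold, with both ethanol arrays from a separate extraction day. The tables argue against that day as the whole cause: the ethanol value at 10 h stood apart from those at 6 and 13.5 h by a median of 0.35 of the exponential-phase change (bootstrap interval 0.21 to 0.44; 0.14 for higher and 0.45 for lower genes). An ethanol effect that is present from 6 h on is consistent with 91.4% of the 70 genes having the same sign at 6 h (33 of 34 higher, 31 of 36 lower), although both comparisons use the same control arrays. With no effect at 6 h, 20 simulated sets that share those arrays gave 50.7 to 70% (mean 59.1%), with noise drawn independently for each gene. A part played by the extraction day, above all for lower genes, stays open.

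Late stationary phase had 312 genes changed 2-fold. Of these, 80.1% moved against the change of control cultures from 6 to 10 h (62.3% of the higher and 90.4% of the lower genes, 59.5% of all genes), so an earlier growth stage of ethanol cultures may account for lower genes more than for higher ones. Without the dimmest genes 96.5% of the 312 were called again with the same sign. That fit leaves each fold change as it was, so the share shows only that few of the 312 lie among the dimmest. All 26 h arrays share 1 extraction day. Neither the dimmest genes nor the day is thus the whole cause. Normalization stays open, with 75.6% called again under quantile normalization, 79.8% with the deposited values and 84.3% under median scaling, and so does the lower signal of control arrays as a whole.

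Averaged over the 4 times, the ethanol effect was tested against other splits of the arrays. With time and split in the model 187 genes changed 2-fold, 3 of 100 splits gave as many with the real one included, and the highest of the others gave 255. That excludes chance only for arrays taken as independent, which samples of 1 vessel are not. The 4 vessels allow 3 groupings, too few for a share under 0.05; in limma the real one gives 187 genes and the highest other 0 (1086 and 1 at an unadjusted p below 0.05). A split that calls so many genes points to a structure of the samples; that split keeps 6 of the 8 ethanol arrays on 1 side.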

How the results depend on the processing

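The crossed vessel pairing was chosen after seeing the data; all other settings in this part were set before the data were examined. Most counts stayed within 1.5 times of their value, and those that moved further follow by setting; the exponential-phase count, the shortest intervals and the list tests depended most on the setting. Signal over background limits what control cultures from 10 h on can show, since their gene probes stand 2.11 to 3.51 times above random probes, and how well small changes are detected at that signal was not measured, since the simulated changes used the exponential-phase design. Of 5509 alternative values of named genes, 5199 kept direction and side of the threshold, 231 lost the call, 68 gained it and 11 turned. For the values that follow the cause was not tested.

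With median scaling alone, 644 genes were 2-fold in early stationary phase (404 with loess), 553 in late stationary phase and so in the same-time comparison at 26 h (312), 714 at 13.5 h (420) and 386 for the average effect (191); 14 were constant over the phases (9), 2 changed in control cultures from 13.5 to 26 h (1) and 20 gene lists passed (12). It turned 10 named genes: in early stationary phase ZMO0367 −0.052, ZMO0369 −0.25, ZMO1225 −0.10, ZMO0366 −0.59, ZMO0202 −0.28, ZMO0660 −0.18, ZMO0241 −0.39, ZMO1278 −0.013 and ZMO0428 −0.18, and in late stationary phase ZMO0821 −0.25. With the deposited gene intensities ZMO0468 turned in early stationary phase (−0.086), 0 and 4 genes changed in control cultures from 10 to 13.5 h and from 13.5 to 26 h (1 and 1), and 1 hopanoid gene was 2-fold (2). With the deposited log2 values these were again 0, 4 and 1, and 4 genes were constant over the phases. Under quantile normalization the control intervals gave 3 and 0, without background correction 0 and 0, within 1 extraction day 0 and 0, and without moderation 0 and 0, with 2 genes from 6 to 10 h in ethanol (28). With a spread from the compared groups alone, 227 genes changed in exponential phase (378), 98 among the protein pairs (163), and 3 and 0 in the control intervals. With every probe as an observation it was 998 in exponential phase, 459 among the pairs, 7 opposite pairs (2), 1262 for the difference between late stationary and exponential phase (818), 3 in control cultures from 10 to 13.5 h, and an R-squared of 0.448 for pairs significant on both levels (0.616). Without the dimmest genes 16 genes changed from 6 to 10 h in ethanol and the lowest replicate correlation was 0.9788 (0.9842). Limma treat beyond 1.5-fold called 39 genes in exponential phase (70). With an estimated correlation 0 gene lists and 0 functional groups passed (12 and 5). Median polish moved none of the counts by more than 1.5 times.

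The replicate block pairs the samples of a vessel over time; it gave 0 genes in control cultures from 10 to 13.5 h changed no other call of a named gene and moved no other count by more than 1.5 times, and its correlation was −0.047. With the vessels exchanged at 13.5 h, chosen after seeing the data, the interval from 10 to 13.5 h gave 60 genes in ethanol (60) and 0 in control cultures.

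With each vessel left out in turn, which leaves 1 array in each group of that arm, assumed to vary like the other groups, the ranges were 159 to 322 genes in exponential phase, 2 to 29 from 6 to 10 h and 57 to 103 from 10 to 13.5 h in ethanol, 0 to 7 and 0 to 0 in the control intervals, 4 to 8 constant over the phases, 516 to 784 for the difference between late stationary and exponential phase, 76 to 121 among the protein pairs, 1 to 4 opposite pairs, and an R-squared of 0.08 to 0.111 over all pairs. Camera was not rerun under the replicate block or the ANOVA settings.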

Differences from the paper's values

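No test in this part was chosen after its result was seen. Thresholds are the paper's, an adjusted p of 0.05 and 2-fold where the paper states it, and the alternatives are those set before the data were examined.

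In exponential phase the paper gives 912 significant genes, and 378 were found here. With every probe value as an observation in the ANOVA the count is 998, within the range of the paper's; all other alternatives stay apart from it, at 159 to 413. Among the gene-protein pairs the paper gives 500 significant genes, and 163 were found here; with every probe value as an observation it is 459, and under all other alternatives 76 to 184. For opposite changes of protein and transcript the paper gives 9, from pairs changed at least 1.5-fold on both levels. Without a fold limit 2 were found here, 7 with every probe value as an observation, and 2 to 3 under the other settings that keep all vessels. With that limit 18 of 20 pairs had the same sign here. In the paper's array column, ZMO0367, ZMO0533 and ZMO1225 are higher and ZMO0318, ZMO0405, ZMO0994, ZMO1041, ZMO1236 and ZMO1690 lower by at least 1.5-fold, against their proteins. These include the genes the paper names as opposite, and the values of that column match the average over the 4 times.

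From 6 to 10 h in ethanol cultures the paper gives 2 genes higher by 2-fold, and 4 were found here. Without background correction it is 3, with the unmoderated ANOVA 2 and without ethanol replicate 2 it is 2, all within the range of the paper's value, and the others stay apart from it. For genes of the ethanol time series that are not in the control series the paper gives 112, and 215 were found here, with 175 to 232 under the alternatives, none of which comes within the paper's range. For genes in both comparisons the paper gives 34, and 73 were found here, with 55 to 98 under the alternatives and again none within range.

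The paper has many more genes lower than higher at 2-fold in exponential phase. Here 36 were lower and 34 higher, and among the settings run the deposited values came nearest, with 34 lower and 22 higher. The paper gives lower transcript for *clpA* (ZMO0405), alcohol dehydrogenase gene ZMO1236, ZMO0318 and ZMO1690 in the comparison made with its proteins. Here the 4 were higher in exponential phase (0.83, 0.91, 0.66 and 0.50) and lower on average over the same-time comparisons (−0.78, −1.43, −1.31 and −0.58). The paper gives higher transcript for ZMO0367, ZMO0533 and ZMO1225. Here they were 0.28, 0.38 and −0.40 in exponential phase and past the test in late stationary phase (1.74, 1.62 and 1.92); ZMO0367 passes in exponential phase without control replicate 4, and ZMO0533 without control replicate 4, under median scaling and with every probe value as an observation, while ZMO1225 passes as lower with every probe value as an observation (−0.40, adjusted p = 2.87e-08).

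The paper names lactate dehydrogenase gene ZMO1237 as higher in ethanol. Here it was higher at 6 h (0.79), at 0.16 in exponential phase and −0.41 in late stationary phase without passing, and lower in early stationary phase (−1.29). The paper names ZMO0101 and ZMO1334 as higher in every phase, as found here, where ZMO0256 joins them with 1.01 in exponential phase, close to the 2-fold limit. With the deposited values the count of such genes is 2. The paper finds the hopanoid genes unchanged by ethanol. That holds in exponential phase with 1 of 11 past the test. In early stationary phase 9 of 11 passed, 2 of them 2-fold, where 1176 of all 1950 genes passed. ZMO0874, ZMO0973 and ZMO1548 lose their calls under median scaling. The 2-fold genes, *hpnA* (1.54) and ZMO0876 (−1.08), moved against their control change from 6 to 26 h (−2.22 and 1.76), as 80.7% of all genes did. These calls therefore cannot tell ethanol from growth stage. For the time series the paper has more genes of cellular processes lower. Here 15 were higher and 11 lower among the ethanol-only genes. The paper has ribosomal genes or proteins lower in ethanol. On the arrays 2 of 47 ribosomal protein genes were lower in exponential phase, 21 lower and 4 higher in early stationary phase, and 23 higher and 13 lower in late stationary phase. The paper gives ZMO0584 as higher; here its average effect was 0.10 (adjusted p = 0.3), and it passes under quantile normalization (0.27) and with every probe value as an observation.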

Other observations

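The test of the array column of Table S6 was chosen only after its values were seen.

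At 6 h, with both cultures sampled at the same hour and extracted on the same day, 68 genes differed 2-fold (53 higher, 15 lower in ethanol, 2 arrays per group). ZMO1373, a TIR protein, was higher by a log2 change of 2.49 (adjusted p = 2.98e-08), hypothetical gene ZMO1603 by 1.85 (4.12e-07), *gorA* (ZMO1211), glutathione reductase, by 1.72 (1.38e-06), ZMO0754, of the sterol transfer family, by 1.63 (1.51e-05) and peroxide-removing gene ZMO1732 by 1.52 (0.000227). Lipopolysaccharide export gene *lptC* (ZMO0277) was lower (−1.09, 0.000153), and so was sugar isomerase gene ZMO1294 (−1.07, 0.000199). The number of lower genes depended on the vessels and settings: it was 31 without control replicate 1, 3 without control replicate 4, 24 without ethanol replicate 3, 9 without the dimmest genes and 8 without moderation.

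Many gene groups moved the same way over time in the arms, and the difference between the arms was not tested for lists. From 6 to 26 h cell wall genes fell in both, 14 of 16 in control cultures (14 adjusted over the list alone; camera adjusted p = 0.00284; adjusted p = 0.628 with an estimated correlation) and 11 of 16 in ethanol cultures (12 adjusted over the list alone; 0.00292; adjusted p = 0.576 with an estimated correlation). Flagellar genes did so too, 13 of 17 in control (3 rose; camera adjusted p = 0.0446) and 11 of 17 in ethanol cultures (1 rose; 0.0301), again with adjusted p = 0.628 and adjusted p = 0.576 with an estimated correlation. In ethanol cultures 15 of 18 chaperone and protease genes rose (0.000618) and all 3 CRISPR-associated genes fell (0.0467), both with adjusted p = 0.576 with an estimated correlation; in control cultures 10 chaperone genes rose and 2 fell (0.0753) and the 3 CRISPR genes fell (0.0648), without passing as lists. In control cultures 13 of 22 tRNA ligase genes fell and 2 rose (0.0446; adjusted p = 0.628 with an estimated correlation). Glutaredoxin gene *grxB* (ZMO0070) rose by 2.97 in ethanol cultures (SE 0.16) and aminopeptidase gene ZMO1776 by 2.98 (SE 0.19). Lists over time were tested under the loess normalization alone. Across genes the changes of the arms from 6 to 26 h correlated at r = 0.728, and genes are not independent replicates.

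In late stationary phase the functional groups of carbohydrate metabolism (19 higher, 3 lower of 37; camera adjusted p = 0.00188; adjusted p = 0.602 with an estimated correlation), amino acid metabolism (41 higher, 18 lower of 103; 0.00188; adjusted p = 0.701 with an estimated correlation) and nucleotide metabolism (17 higher, 4 lower of 43; 0.0178; adjusted p = 0.602 with an estimated correlation) rose on balance. The call for nucleotide metabolism is lost with the deposited gene intensities (0.108) and without the dimmest genes (0.0595). In exponential phase no call was made for fatty acid synthesis (1 of 15 higher; camera adjusted p = 0.734), cell wall (1 of 16 lower; 0.309), RNA polymerase and sigma factors (1 of 8 lower; 0.309), tRNA ligases (2 higher, 1 lower of 22; 0.703), pyruvate dehydrogenase and tricarboxylic acid enzymes (3 of 12 higher; 0.309), purine synthesis (0 of 15; 0.703), branched-chain amino acid synthesis (0 of 11; 0.855), the Entner-Doudoroff list (1 of 16 higher; 0.734), CRISPR genes (0 of 3; 0.855) and chemotaxis (2 of 10 higher; 0.855), whose median of −0.12 and mean of 0.08 differ in sign.

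The array column of Table S6 and Table 1 is given there as ethanol at 10 h over control at 6 h. Its values match the ethanol effect averaged over the 4 times and not the exponential-phase change. Across 924 genes it correlates with the deposited values' mean over the 4 same-time comparisons at r = 0.9999, with no gene more than 0.12 apart, and with their exponential-phase change at 0.156. Over 218 genes it lies within 0.005 of the overall column of Table S7, and up to 2.53 from that table's own 10 h over 6 h column. Table S6 marks 743 of these genes as significant, of which 132 changed in exponential phase here. With this column in place of the exponential-phase change, R-squared with protein is 0.007 over all pairs and 0.044 over significant proteins, and 26 of 78 pairs marked on both levels are opposite.

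In the copy of Table S7, with 423 genes, the columns correlate with the changes computed here at r = 0.983 to 0.992, in exponential phase at 0.992 with a median difference of 0.06. The columns for the intervals from 10 to 13.5 h and from 13.5 to 26 h in ethanol cultures are labelled as the earlier time over the later. Their sign was turned for this range, since as labelled they correlate at −0.99 and −0.986 with the later-minus-earlier changes.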
